# Hsp90-downregulation influences the heat-shock response, innate immune response and onset of oocyte development in nematodes

**DOI:** 10.1371/journal.pone.0186386

**Published:** 2017-10-27

**Authors:** Julia Eckl, Siyuan Sima, Katrin Marcus, Claudia Lindemann, Klaus Richter

## Abstract

Hsp90 is a molecular chaperone involved in the regulation and maturation of kinases and transcription factors. In *Caenorhabditis elegans*, it contributes to the development of fertility, maintenance of muscle structure, the regulation of heat-shock response and *dauer* state. To understand the consequences of Hsp90-depletion, we studied Hsp90 RNAi-treated nematodes by DNA microarrays and mass spectrometry. We find that upon development of phenotypes the levels of chaperones and Hsp90 cofactors are increased, while specific proteins related to the innate immune response are depleted. In microarrays, we further find many differentially expressed genes related to gonad and larval development. These genes form an expression cluster that is regulated independently from the immune response implying separate pathways of Hsp90-involvement. Using fluorescent reporter strains for the differentially expressed immune response genes *skr-5*, *dod-24* and *clec-60* we observe that their activity in intestinal tissues is influenced by Hsp90-depletion. Instead, effects on the development are evident in both gonad arms. After Hsp90-depletion, changes can be observed in early embryos and adults containing fluorescence-tagged versions of SEPA-1, CAV-1 or PUD-1, all of which are downregulated after Hsp90-depletion. Our observations identify molecular events for Hsp90-RNAi induced phenotypes during development and immune responses, which may help to separately investigate independent Hsp90-influenced processes that are relevant during the nematode’s life and development.

## Introduction

Hsp90 is an ATP-dependent molecular chaperone conserved from bacteria to mammals. The cytosolic version of Hsp90 is essential in all eukaryotes. In the nematode *C*. *elegans* the Hsp90-homologue DAF-21 is required for development [1–3]. This is evident from the complex phenotype that results from RNA interference (RNAi) against Hsp90, which combines features of developmental misregulation during gonad development, muscle structure organization and vulva development. The nematodes arrest in a later larval stage and often lack one of the two gonad arms [4]. Furthermore, embryo development is disrupted and endomitotic oocytes are formed [1, 4, 5]. Beyond these phenotypes, Hsp90 guarantees the balanced state of proteostasis under normal growth conditions [5–8]. Hsp90 is also involved in the regulation of the *dauer* state, as the E292K variant of DAF-21 induces a constitutive entry into this stress-resistant condition [1, 9, 10]. Regarding its cellular function, Hsp90 is thought to support various client proteins during their maturation process, including many protein kinases and several transcription factors [11]. Additionally, the large number of cofactors adding substrate specificity to Hsp90 implies that even more clients can be processed with the help of the Hsp90-cofactors FKB-6, STI-1, UNC-45, PPH-5 and the Xap2-homolog AIPR-1/C56C10.10. Additional cofactors have been show to link Hsp90 to vesicle control (TTC1, C34B2.5 in *C*.*elegans*), transcription (RPAP3, C33H5.8 in *C*.*elegans*), mitochondrial import (Tom70, *C*. *elegans* homolog ZK370.8) and ribosomal functions (SGT-1 and the Cns1p-homolog C17G10.2) [12–17].

Thus, reducing the levels of Hsp90 by RNAi may interfere with several pathways making it challenging to disentangle the events that ultimately lead to arrest of development. Understanding activities at specific pathways is further complicated by the observation that few Hsp90-cofactors induce an obvious phenotype upon RNAi knock down. The stronger effects relate to delay in larval development upon depletion of the kinase-specific cofactor CDC-37 [18–20]. RNAi against the myosin-interacting cofactor UNC-45 results in sterility and disorganization of body wall muscle sarcomeres and the paralysis of the nematodes [5, 21]. But for most Hsp90-cofactors, no morphological changes have been observed upon RNAi knock-down. Therefore improved techniques and systems must be employed to untangle the activities each cofactor plays.

By using nematode strains containing p*hsp-16*.*2*::*GFP* and p*hsp-70*::*GFP*, *w*e previously had observed that Hsp90-depletion leads to an induction of the heat-shock response in body wall muscle and intestinal cells [8, 15]. Here we aim to identify further reporter strains to help better define changes that occur after Hsp90-depletion. To this end, we employ mass spectrometry and DNA microarrays on Hsp90-depleted nematodes at the onset of phenotype development and then investigate prominent differentially expressed genes.

## Materials and methods

### Strains and growth

Nematodes were handled according to established protocols [22]. For normal growth, nematodes were cultivated on NGM plates and fed with OP50 bacteria at 20 °C. During RNAi experiments nematodes were maintained on NGM plates supplemented with ampicillin, tetracycline and 1 mM IPTG. HT115 (DE3) bacteria were transformed with the plasmids L4440 or L4440-*daf-21* [5, 23] and were grown in 5 ml LB_Amp,Tet_. At an OD_600_ of 0.6 dsRNA expression in these cultures was induced with 1 mM IPTG for four hours. After that the dsRNA-expressing bacteria were placed on RNAi plates and synchronized L1 nematodes–prepared by bleaching and hatched overnight in M9-buffer–were added onto the plates with induced bacteria. RNAi experiments were performed at 20 °C until phenotypes became obvious after 2.5 days. Nematodes were then harvested for proteomic or transcriptomic analysis or for imaging. Small heterogeneity in RNAi-treated nematodes was observed at the time of harvesting in different biological replicates. Thus control nematodes were cultivated for one further day to confirm the full development of the expected phenotypes.

### Mass spectrometric analysis

To perform a mass spectrometric analysis the RNAi treatment was performed on plates made from bacterial M9-medium supplemented with ampicillin, tetracycline and 1 mM IPTG. This bacterial growth medium contains 2 g/L glucose and 1 g/L NH_4_SO_4_ as the carbon and nitrogen sources [24, 25]. To label the nematodes with ^15^N, 1 g/L ^15^NH_4_SO_4_ (euriso-top GmbH, Saarbrücken, Germany) was used instead of the normal ^14^NH_4_SO_4_. Nematode growth was not affected by the ^15^N-containing nitrogen source. Nematodes were harvested after 2.5 days by washing them off the plates with M9-buffer. They were separated from residual bacteria by gravity sedimentation in a 15 mL plastic tube. The supernatant was removed and after three such washing steps the nematodes were lysed in a Retsch Mixer Mill MM400 in 1 mL M9-buffer. The lysate was cleared by centrifugation and the protein concentration was determined by Bradford reagent. The isotope-tagged lysates were then mixed at the calculated ratio to ensure that equal amounts of each sample were combined. This sample was frozen and stored at -80 °C until mass spectrometric analysis was performed.

After a tryptic digest of the proteins, 15 μL of the sample peptides were analyzed by nanoLC-MS/MS on an UltiMate® 3000 UPLC system (Thermo Fisher Scientific) online coupled to a Q Exactive Hybrid-Quadropole-Orbitrap mass spectrometer (Thermo Fisher Scientific) with electrospray ion source (ESI). Initially, the samples were desalted and concentrated on a 75 μm x 20 mm Acclaim® PepMap100 C18 column with 5 μm particle size (Thermo Fisher Scientific) with a flow rate of 30 μL/min using 95% solvent A (0.1% TFA in H_2_O_dest_) and 5% solvent B (0.1% TFA, 50% ACN in H_2_O_dest_) for 7 minutes. Peptides were subsequently loaded onto a 75 μm x 50 cm Acclaim® PepMap100 RSLC C18 column with 2 μm particle size (Thermo Fisher Scientific) using a mixture of 95% solvent C (0.1% formic acid (FA) in H_2_O_dest_) and 5% solvent D (0.1% FA, 84% ACN in H_2_O_dest_). The elution of peptides was performed at a constant flow rate of 400 nL/min in a linear gradient of 5% to 40% solvent D over 120 minutes. Mass spectrometry was performed in the data-dependent acquisition (DDA) mode with Full scan Fourier transform mass spectrometry (FTMS) acquired in an m/z range of 350 to 1400 with a resolution of 70,000. The ten most intense peptides (charge range ≥ +2) in the FTMS-scan were selected for higher-energy collisional dissociation (HCD) with the collision energy (NCE) set to 27. The dynamic exclusion time was set on 30 seconds with an MS/MS resolution of 35.000 within an m/z range of 300 to 2000. Data analysis was performed with Mascot Distiller (Matrix Science Inc., USA) as described [25] using a Uniprot database for *C*. *elegans*. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD006185 and 10.6019/PXD006185 [PubMed ID: 26527722].

### Microarray sample preparation and handling

After RNAi treatment for roughly 2.5 days nematodes were harvested for DNA microarray experiments. Hsp90-depleted and control vector treated nematodes were washed off the plates and collected in 15 mL plastic tubes. Nematodes were separated from residual bacteria by gravity sedimentation. The worms were frozen at -80 °C. RNA extraction and analysis of the mRNA levels was performed at the Kompetenzzentrum für Fluoreszente Bioanalytik (KFB) as a for-fee service. For this analysis Affymetrix GeneChip *C*. *elegans* Genome Arrays were used and the data for all genes were RMA-normalized. All microarray datasets will be uploaded to the GEO repository.

### Network calculation and evaluation

To compare expression values under various conditions and to identify the most prominent hits we used Microsoft Excel and the clustering program ClusterEx, which was implemented by us to perform semi-quantitative gene clustering based on correlations found in preformed coexpression databases [26, 27]. To obtain the initial hit list the differential expression values from the three biological replicates were averaged to yield the mean expression difference and the standard deviations for each gene. The 250 strongest affected genes for each direction were retained and non-protein coding genes were excluded. To construct networks we obtained the 40 highest-ranking coregulated partner genes for each hit from a *C*. *elegans* coexpression database obtained from http://seek.princeton.edu/modSeek/worm [28]. Coexpression counts for the hit genes were collected by ClusterEx from this database [26], adding 41x41 connections per included hit gene, leading to network matrices composed of 420250 connections for 250 genes. In network calculations based on real expression data most hits were connected to many other hit genes. This was not the case for random control groups of genes, where few hit-to-hit pairs were generated, but for most genes no coexpressed hit was included. To test the quality of the clusters in the networks, further genes, which had most connections to hit genes, were determined, integrated into the networks (marked with a pink border) and evaluated to confirm the predictive accuracy (CoRegScore) of the network/database setup. This procedure was automated in ClusterEx as described [26]: In short, all genes were ranked according to their expression changes and the positions of the predicted genes were determined and summed up. This value then was used to calculate the CoRegScore between 100 and -100 as described [26]: In the following equation the sum of the predicted genes (AddedRealPositions) is set in relation to the best possible prediction (AddedIdealPositions) and the worst possible prediction (AddedWorstPositions).

$$CoRegScore=100-200*\frac{AddedRealPositions-AddedIdealPositions}{AddedWorstPositions-AddedIdealPositions}$$

For statistical analysis random controls were determined. To this end 100 similar-sized random lists of genes were generated and the analysis was performed in an identical manner. Based on the resulting mean and standard deviation, the significance/p-value for each parameter was determined by calculating the Z-score (http://www.socscistatistics.com/tests/ztest/zscorecalculator.aspx) and using a one-tailed hypothesis at http://www.socscistatistics.com/pvalues/normaldistribution.aspx. For all networks in this study the connection parameters show a high level of significance compared to random gene lists (p<0.001).

To test the influence of the specific database, we performed identical calculations with coexpression relationships downloaded from SPELL (http://spell.caltech.edu:3000/) [29] or from COXPRESdb [30] and qualitatively similar networks were obtained. To allow other users to use the described clustering approach for their own *C*. *elegans* expression data, we will include it into our webserver at www.clusterex.de [26].

### Network visualization and layouting

Networks were finally visualized in CytoScape based on the ClusterEx output files containing all the hit-to-hit connections and their occurrence counts. The final layout was based on the “Edge-weighted Spring Embedded Layout”, which clusters the genes according to their connections and brings highly connected genes close to each other [31, 32]. Individual nodes were moved only to prevent overlapping nodes in plot areas, where clustering was very high, but care was taken not to alter the location relative to neighboring nodes.

Network construction for the mass spectrometry samples was also performed with ClusterEx. As no database reporting on coexpression at the protein level was available to us, we also used the modSEEK transcriptional coexpression database here. To compensate for the very small number of hits and the many proteins, for which we did not obtain quantitative expression values in the mass spectrometry experiment, we used the top 100 coregulated genes to construct the networks, instead of 40 as for the microarray data.

### Comparison of different microarray experiments regarding similarities

Data from our arrays were compared to publicly available experiments investigating RNAi against *sbp-1* and *sams-1* (GSM1816551-GSM1816559) [33]. The corresponding CEL-files were obtained from the GEO repository [34]. Expression values were extracted and normalized with RMADataConv and RMAExpress [35]. Similarly we obtained the CEL-files and result files for the response of N2 nematodes to pathogenic bacteria, in particular to the *Vibrio cholerae* strains VC109 and VC110 (GSE34026) [36] and to *Pseudomonas aeruginosa* (GSE5793) [37, 38]. To visualize the similarity to the Hsp90 RNAi response, the expression values for the Hsp90-RNAi responsive genes were retrieved from the experiments and then used to color the Hsp90-depletion response according to the respective data. The same color code was used in the supplemental figures to allow a comparison of the same genes within the visualized networks.

To quantify the similarity with our responses we tested, to what extent the hits from Hsp90-responsive clusters are upregulated in these publicly available experiments. To this end we implemented a routine, which calculates a score (UpRegScore) on the scale from 100 (perfect up-regulation) to -100 (perfect down-regulation). It takes as input any list of genes, e.g. from a cluster to be tested, and determines to what extent each gene of this set is upregulated in a chosen microarray experiment. The UpRegScore is calculated based on the positions of these genes in a list of all genes ranked according to their differential expression with the most upregulated on top. It then compares the summed up positions for the investigated genes (AddedRealPositions) to the best possible (AddedIdealUpPositions) and worst possible scenarios (AddedIdealDownPositions), resulting in positive values up to +100 if the group is highly upregulated or negative scores if it is downregulated:

$$UpRegScore=100-200*\frac{AddedRealPositions-AddedIdealUpPositions}{AddedIdealDownPositions-AddedIdealUpPositions}$$

Statistical analysis was performed by generating 100 similar sized random gene lists, which were then evaluated with the same strategy to obtain the average value and the standard deviation. These values were then used to determine the significance level based on the calculated Z-score as described above. The values for 88 random genes are depicted in the Figures and other gene numbers led to very similar mean and standard deviations of the controls. Only for very small gene lists (below 20 genes) the standard deviation was getting larger, which impacts the significance of the UpRegScore for small clusters, such as *Daf-21*down_3 and *Daf-21*down_4.

### GO enrichment analysis

GO Enrichment Analysis was performed with the help of the webserver at http://geneontology.org/page/go-enrichment-analysis [39, 40]. Here we uploaded gene lists from individual clusters and the enrichment analysis was performed in the category “Biological Process” without the Bonferroni Correction. Results were ranked according to their p-values and the highest ranking terms, which showed significant enrichment (marked with “+” in the enrichment column and p-values<0.001), were included in the bar chart Figures with their respective enrichment factor as y-axis value.

### Microscopy of GFP-reporter strains

We obtained fluorescent reporter strains for some critical hit genes. As such we obtained the strains HZ455 (*sepa-1p*::SEPA-1::GFP + unc-76(+) [41]), RT688 (*pie-1p*::CAV-1::GFP + unc-119(+) [42]) and BC12422 (*zip-8p*::GFP + pCeh361 [43]) from the CGC, the strain SHK207 (*skr-5p*::SKR-5::GFP [44]) from Professor Sivan Henis-Korenblit (Bar-Ilan University, Israel) and the strains AU10 (*dod-24p*::GFP) and AU185 (*clec-60p*::GFP [37]) from Professor Frederick Ausubel (Harvard University). The strain MQD396, containing a *pud-1*.*1p*::GFP::PUD-1.1 reporter construct was obtained from Professor Dong Meng-Qiu (National Institute of Biological Sciences, Bejing). Non-integrated strains, like SHK207 and BC12422, were maintained by picking rollers or wildtype, respectively. With each strain we performed RNAi against Hsp90 and empty control and monitored differences in the fluorescence signal during the experiment at the indicated time. To visualize the differences, worms were mounted on 2% agarose pads and images were taken on a Zeiss Axiovert microscope equipped with a Hamamatsu camera (Hamamatsu Corporation).

### qRT-PCR for *skr-5* and *act-1*

Nematodes were harvested 2.5 days after placement of L1 larvae on RNAi plates. Isolation of total RNA from the nematodes was performed with the SV Total RNA Isolation System (Promega Corporation) following the manufacturer’s instructions. Primers used in the qRT-PCR experiments were designed with Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). The final primer sequences were: *act-1*_fwd (AATCCAAGAGAGGTATCCTTA), *act-1*_rev (GATGGCGACATACATGGCT), *skr-5*_fwd (AATTGGTGCTGGCAGCCAC), *skr-5*_rev (GTTACCCAAGTTGAAAACGGCACG). qRT-PCR samples were prepared with the Brilliant III SYBR® Master Mix Kit (Agilent). The PCR program on the Agilent Mx3000p was selected as described in the user manual. After the PCR reaction, the amplified DNA was tested to confirm the purity and the correct length of the product. This was done by on-chip gel electrophoresis with the Agilent 2100 Bioanalyzer system. We used the expression values only in cases, where we could obtain a specific product at the right size. The experiments were performed in triplicates and averaged.

## Results

### Hsp90-downregulation leads to accumulation of chaperones and depletion of certain lectins

We first used mass spectrometry to investigate changes in the nematode’s proteome upon Hsp90-depletion. To perform a mass spectrometric comparison between Hsp90-depleted and control nematodes, the *daf-21* dsRNA-expressing bacterial strain was grown on plates containing solely ^15^NH_4_SO_4_ as nitrogen source. The control population was grown on NGM-plates containing ^14^NH_4_SO_4_. RNAi against Hsp90 leads to slower development and sterility. Nematodes were harvested when they approached L4 larval stage with Hsp90-depleted nematodes being slightly smaller at the moment of harvesting (Fig 1A). After washing the nematodes off the respective plates the worms were lysed and equal amounts of the two isotope-specific samples were combined. The samples were then subjected to mass spectrometric analysis performing a direct comparison of the identified peptides in a single mass spectrometry experiment. To remove any impact the nitrogen source may have, the experiment was then repeated with exchanged nitrogen sources (^15^NH_4_SO_4_ for control, ^14^NH_4_SO_4_ for Hsp90-depletion) so that altogether two datasets were obtained to describe this system.

**Fig 1:**
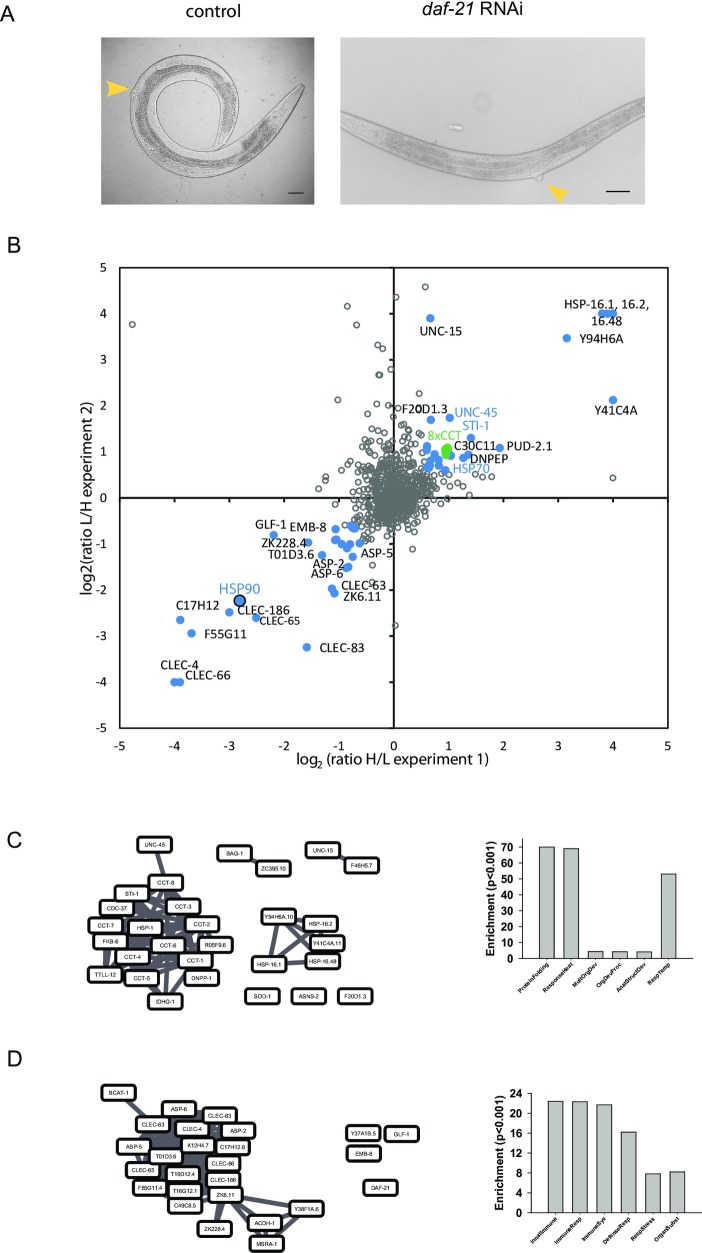
Influence of Hsp90-depletion on the *C*. *elegans* proteome. A) Control and Hsp90 RNAi treated N2 nematodes at the moment of harvesting for analysis. The developing phenotype can be seen at the vulva site (yellow arrow) and the Hsp90-depleted nematodes are slightly smaller at that stage. B) Proteomic changes based on isotope-labelled mass spectrometry. The two independent experiments are plotted in the two dimensions. Blue spots indicate genes, for which the identification scores based on the number of detected peptides imply a reliable quantification. C) Network of upregulated proteins and corresponding GO enrichment analysis. The network was generated based on hit-to-hit relationships in a coexpression database as described in the Materials and Methods section. D) Network of downregulated proteins and corresponding GO enrichment analysis. The network was constructed with identical settings as in C.

About 400 proteins could be quantified and we compared their relative levels. Proteins upregulated after Hsp90-depletion in both experiments included many known heat-shock proteins and other proteins associated with the chaperone system (Fig 1B, S1 Table). Similar to previous reports, these proteins were the strongest upregulated group, indicating that the induction of the heat-shock response is a significant event after depletion of Hsp90 [8]. As such, the small heat-shock proteins HSP-16.2, HSP-16.1 and HSP-16.48 are highly overexpressed (log_2_ of about 4). STI-1, UNC-45 and other cochaperons of Hsp90 also showed increased protein levels, as does the protein folding machine CCT/TriC (log_2_ of about 1, Fig 1B). Additional proteins found to be enriched in Hsp90-depleted nematodes were UNC-15, Y94H6A.10, Y41C4A.11 and F20D1.3. Interestingly, most of these differentially expressed proteins, including Y94H6A.10 and Y41C4A.11, can be clustered into a network using information from a transcriptional coexpression database (Fig 1C, left side). This implies that these proteins are commonly found to be regulated in the same direction. Testing the upregulated proteins for enrichment of GO-Terms also shows a strong enrichment in “protein folding” and “unfolded protein binding” (Fig 1C, right side), as expected from the nature of the included proteins.

Several proteins also showed reduced levels in Hsp90-depleted nematodes (Fig 1B, S2 Table). This group included several lectin-like genes (such as CLEC-4, CLEC-65, CLEC-66, CLEC-83) and aspartate proteases (such as ASP-2, ASP-5 and ASP-6). Successful knock-down was confirmed by Hsp90/DAF-21 showing up in this group as well (log_2_ of -2.8). Here most proteins can be clustered based on their known coexpression (Fig 1D, left side) and GO enrichment analysis indicates that these proteins are usually coregulated as part of the innate immune response (Fig 1D, right side) [38, 45–48]. This is true for the C-type lectins and aspartate proteases. Furthermore many of the unassigned proteins in this group, such as K12H4.7, T19D12.4, F55G11.4, C49C8.5, ZK6.11 and ZK228.4 also are associated with the innate immune response according to Wormbase [49]. Thus *C*. *elegans* obviously responds to Hsp90 RNAi with specific proteins originating from defined transcriptional clusters related to the heat-shock response and the innate immune response.

### Gene expression changes upon depletion of Hsp90 highlight the impact on developmental processes

To better define the connection between these clusters, we investigated the full transcriptional program under this condition by employing Affymetrix DNA microarrays. 

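Messenger RNA levels were measured on 6 Affymetrix arrays of C. elegans, each hybridised with labelled cDNA of 1 sample, for 3 samples of nematodes fed bacteria that express double-stranded RNA against daf-21 and 3 samples fed bacteria with the empty vector L4440. daf-21 encodes the cytosolic Hsp90 of C. elegans and is listed as hsp-90 in the array annotation. Its log2 signal was 10.55, 10.57 and 10.57 in control replicates 1, 2 and 3, and 10.51, 10.55 and 10.22 in the daf-21 RNAi replicates of the same numbers, so the transcript level by itself does not separate the conditions in the first 2 pairs. RNAi lasted about 2.5 days from the L1 larva. The authors deposited RMA-normalized log2 values, which the submitters' processing notes credit to Affymetrix Expression Console 1.4, and array medians lay between 3.96 and 4.16. The table holds 29317 rows, of which 25546 carry 1 gene in the annotation, 646 carry several and 3125 are not listed in it. From these values, each daf-21 RNAi array was set against the control of the same replicate number, since the study averages the expression difference of each replicate, and the differences were tested with limma with the replicate as a block and Benjamini-Hochberg adjustment over all rows. Genes are described by the mean of the 3 paired log2 differences with its SD (n = 3 pairs), and a difference of 1 is a change of 2-fold. Groups of genes, 46 lists fixed before the data were examined, were tested with camera from limma at a preset inter-gene correlation of 0.01. Of these lists, 22 passed upward and 9 downward at an adjusted p under 0.05, and 0 passed with a correlation estimated from the residuals, where the smallest adjusted p was 0.569 from camera. The counts include lists that the paper drew from these same arrays, so those passes are not independent evidence. They are its germ line, spermatheca and early embryo genes downward and its DAF-16 targets upward. With an estimated correlation camera has only the 2 residual degrees of freedom, so a list can hardly pass there. The moulting list, at an adjusted p = 2.41e-15 from camera with the preset correlation, had an unadjusted p = 0.204 there. The estimated correlation within a list enters that p as well, and its part was not separated from that of the degrees of freedom. A lost pass there can thus reflect genes that move together, and passes at the preset correlation are not secured. Other splits of the same 6 arrays into 3 and 3 gave up to 29 passing lists, in a split that keeps replicates 2 and 3 as they are and reverses only replicate 1, and the other splits that part all 3 pairs gave 7 and 9. The number of arrays limits the precision of every value.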

Three experiments were performed under conditions similar to the proteome analysis by harvesting the nematodes shortly before they reached fertility. 

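Of the 29317 rows, 2 were higher after daf-21 RNAi and 0 were lower at an adjusted p under 0.05 from limma. They are warf-1 (F45E4.1), which encodes a small GTPase of the Arf family, and Y41C4A.32, and no other gene reached this threshold. At an unadjusted p under 0.05 from limma, 3022 rows were higher and 2041 were lower. With arrays centred on their median the counts were 2367 and 3334, so the balance of directions depends on the scaling. The calls depend on single replicates and on the block. Without replicate 1 limma called 2013 rows higher and 1291 lower, and without replicate 2 it called 0 in either direction (1665 at an unadjusted p under 0.05). With array weights estimated from the data it called 2728 higher and 1702 lower. Those weights were 3.00 for both arrays of replicate 2 against 0.48 and 0.69 for replicates 1 and 3, so these calls rest largely on 1 pair. Without the replicate block 3 rows were called higher, of which 1 was also called with it. In simulated arrays with the spread of the real ones, limma recovered 0 of 50 rows changed by 1 on the log2 scale, 21 of 50 changed by 2 and 46 of 50 changed by 6. The simulated changes were equal in all replicates, unlike the real ones, and the spread used holds the disagreement between replicates. Since 2 pairs without replicate 1 gave many more calls, the number of pairs alone does not set this reach. As few single genes passed, the mean differences of genes named by the study, and not their calls, carry most of the values given for single genes.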

We averaged the expression differences for the biological replicates and obtained the genes that were most strongly up- or downregulated from the 26,959 sampled transcripts (Table 1). To calculate transcriptional networks, we used the top 250 genes in each direction and clustered these genes with the help of public coexpression databases as described in Materials and Methods [26]. To test the significance of the obtained networks, we compared their connectivity with 100 networks of random genes. Indeed, in both Hsp90-dependent networks, the connectivity parameters, such as the percentage of hits included (S1A Fig.) and the overall number of connections (S1B Fig) are much higher than for random genes (748 and 952 connections versus 12 and 16, p<0.001). This shows that the hits of this response appear commonly coexpressed. We further tested whether up- or downregulated genes outside the 250 hits can be successfully predicted from the coexpression database, a feature which shows the completeness of the transcriptional response. We quantified this ability with a score between -100 (worst possible prediction for hit genes 250–300) and 100 (perfect prediction for hit genes 250–300). The determined score is higher than 90 for both directions, while being close to 0 for the similar sized random gene groups (S1C Fig), showing that almost all predicted genes behaved as expected (p-value < 0.001). This confirms that both directions of our microarray experiment contain genes that are commonly coexpressed based on the used coexpression database [28]. This is not only true for the averaged hit lists but also for each of the biological replicates (S1C Fig), which confirms the high data quality of each individual experiment. The predictive ability evident from the high CoRegScores can only be explained if the Hsp90-depletion induced response shares many similarities with the hundreds of microarray experiments which were used to calculate the coexpression correlations in the modSEEK database [28].

**Table 1:** Averaged expression differences of strongly affected genes after *daf-21* RNAi. The genes depicted are the most strongly affected genes. The three experiments were averaged to obtain the average expression change and the standard deviation. These genes are part of the network structures of Fig 2. The weaker hits are truncated in this table, but included in the networks in Fig 2. The assignment to the clusters is based on the cluster description in Fig 2. “0” implies that the gene is outside of all marked clusters, “+” connections imply that the gene is in-between marked clusters and “–” implies that this particular gene was not found in the used coexpression database. In the column “strain” all currently available fluorescent reporter strains for these hits are shown, but strains in brackets were not used in our study.

Upregulated Gen	Transgene Strain	Average	STD	*Daf-21*Up	Downregulated Gen	Transgene Strain	Average	STD	*Daf-21*Down
arf-1.1	-	6.01837	0.978103	1	tbh-1	(MT9971)	-2.56878	2.57384	1
Y41C4A.11	-	5.68503	0.463387	1	Y57G11B.5	-	-2.49476	2.46702	1
Y47H10A.5	-	4.5152	1.60171	1	clec-223	-	-2.4418	2.47944	1
C50F7.5	(SD1583)	4.19376	1.28643	1	F59D8.3	-	-2.41413	1.70888	-
F15B9.6	-	3.95603	1.10137	1	ZK813.3	-	-2.3442	2.07643	1
skr-5	SHK207	3.8018	1.12279	1	F49E12.1	-	-2.33443	2.44208	-
Y37H2A.14	-	3.76196	0.726931	0	clec-209	-	-2.2619	1.69682	4
sdz-35	-	3.59986	0.951894	1	W04A4.2	-	-2.25409	2.23416	1
clec-60	AU185	3.53321	1.9834	1	cyp-13A6	-	-2.24297	3.3709	0
T26H5.9	-	3.51657	1.14567	-	C39D10.7	-	-2.23089	2.65949	1
fbxa-163	-	3.45604	1.59722	1	cav-1	RT688	-2.21036	1.0788	2
R03H10.6	-	3.35083	0.623473	1	vit-4	-	-2.20557	2.55327	3
K08D10.10	-	3.30692	0.91793	-	Y62H9A.6	-	-2.16989	2.44449	1
ZK355.8	-	3.23513	2.23024	-	dod-24	AU10	-2.1679	1.88533	4
clec-61	-	3.19526	1.54801	1	C25A8.4	-	-2.10898	2.4159	-
F22E5.6	-	3.08391	0.635536	1	K10C2.8	-	-2.07235	1.45343	-
B0563.9	-	3.07138	2.39947	-	T04G9.7	-	-2.06123	2.48285	1
Y68A4A.13	-	2.99054	2.03498	-	Y62H9A.4	-	-2.05896	2.06525	1
col-176	-	2.94957	2.66572	2	sepa-1	HZ455	-2.05658	1.49506	2
R07C12.1	-	2.93562	0.611104	1	C35E7.5	-	-2.0464	1.21709	2
C08E8.4	-	2.79468	0.755811	1	skr-7	-	-2.04313	1.10403	1+2
F29G9.14	-	2.78478	0.923283	-	pes-2.1	-	-2.03482	1.36011	2
C08E3.1	-	2.78009	1.5147	0	sri-40	-	-2.02298	1.54135	1
C17F4.12	-	2.75546	1.97348	2	D1054.11	(SD1981)	-2.01782	2.16539	1
dct-3	-	2.71538	0.490552	-	C44B7.5	-	-2.01272	2.04742	1
bli-1	(CH1445)	2.69926	2.15158	2	ZC373.2	-	-2.0072	2.26472	1
sqt-1	-	2.68336	2.36365	2	efn-3	-	-2.00689	1.79793	1
col-73	-	2.68196	1.31729	0	ets-7	-	-1.99975	1.08082	2
tts-1	-	2.62731	1.48224	1	Y48E1B.8	-	-1.99174	1.2993	0+1
clec-180	-	2.58966	2.50659	2	T27A10.8	-	-1.98758	1.45337	-
dao-2	-	2.57777	2.30527	2	F48E3.4	-	-1.98397	2.74176	1
pqn-63	-	2.56242	1.92395	2	ZK813.2	-	-1.94439	1.6098	1
dpy-13	-	2.55089	1.87921	2	vet-6	-	-1.94433	1.06462	2
Y105C5A.12	-	2.54054	1.38919	1	Y39G10AL.1	-	-1.94291	0.778773	2
F13D11.4	-	2.53557	1.98456	2	sdz-25	-	-1.94233	1.38382	2
col-38	-	2.53333	1.71205	2	vit-3	-	-1.9359	2.34383	1
B0024.4	-	2.53134	1.13112	1	D1086.6	-	-1.93088	1.66361	-
ugt-18	-	2.49466	0.887937	1	F55B11.3	(SRS86)	-1.92928	2.06282	1
tag-297	-	2.49185	1.78713	2	ZK813.7	-	-1.92374	1.98332	1
F33H12.7	-	2.48457	1.03716	-	Y62H9A.5	-	-1.9195	2.61316	1
F44E2.4	-	2.47906	2.21763	2	B0513.4	-	-1.88055	2.34603	1
F48G7.8	-	2.47772	1.01412	2	K11D12.13	-	-1.87013	1.85672	-
col-138	-	2.46287	1.70462	2	vit-1	-	-1.8571	2.33645	1
lpr-3	-	2.46111	2.68673	2	nas-20	-	-1.8557	1.43733	1
mlt-11	-	2.43061	2.54662	2	K07A1.6	-	-1.84355	1.80729	1
B0284.1	(BC15640)	2.42306	0.804259	0	F57C2.4	-	-1.83249	1.67229	1
Y94H6A.10	-	2.41241	1.07078	1	D1054.10	-	-1.81174	1.8609	1
R02F11.1	-	2.41111	2.02839	2	acdh-2	-	-1.79298	2.37892	0+1
col-175	-	2.40976	1.29287	2	F15E11.15	-	-1.77703	2.61117	-
tsp-1	-	2.39753	1.1672	1	C17G1.2	-	-1.77345	2.15736	1
T28H10.3	(RW10819)	2.39438	1.05975	1	ttr-42	-	-1.7662	1.31818	-
M60.7	-	2.39325	1.40075	1	clec-266	-	-1.75624	1.65512	2
F10A3.1	(BC13458)	2.38407	0.650951	1+2	linc-121	-	-1.75054	1.21151	-
rol-1	-	2.38016	1.67645	2	sdz-28	(RW10371)	-1.74133	0.828096	2
E01G4.6	-	2.37237	2.05367	2	C04B4.2	(BC15374)	-1.73929	1.57356	2
acn-1	-	2.36373	1.87353	2	skr-10	-	-1.73509	1.33333	2
ptr-4	-	2.35218	2.04175	2	D1086.11	-	-1.71749	1.85678	-
Y65B4BL.1	-	2.33269	2.28006	2	F54F7.2	-	-1.71409	1.33282	1
H42K12.3	-	2.331	2.50187	2	clec-218	-	-1.71321	0.870155	3
col-169	-	2.33062	3.05638	-	F02E8.4	-	-1.71192	1.65181	2
hsp-70	-	2.33044	1.01536	1	T12B5.15	-	-1.70195	0.941428	-
C54D10.14	-	2.32684	0.40607	1	R04D3.3	-	-1.67453	1.71792	1+2
col-49	-	2.31983	1.81372	2	Y62H9A.3	-	-1.66364	1.89092	1
B0462.5	-	2.31955	1.40587	-	pud-1.1	MQD396	-1.65744	2.70827	-
ZK84.1	-	2.31004	2.09149	2	cdc-25.3	(BC12401)	-1.65662	1.28574	1+2
Y34F4.4	-	2.29565	1.02139	1	F55B11.2	-	-1.6509	1.4361	1
col-65	-	2.29107	1.22273	2	col-135	-	-1.63889	1.0186	-
scl-2	-	2.27978	1.3477	1	R03G8.6	-	-1.631	1.34914	1
abu-14	-	2.27971	1.84813	2	flh-3	-	-1.6308	1.60568	2
T01B7.13	-	2.27827	1.93391	-	F13G11.3	(SD1973)	-1.62962	1.36361	-
bli-2	-	2.27603	2.26035	2	ent-5	-	-1.62676	1.54476	1+2
ZC239.14	-	2.27466	1.25068	1	C49F5.6	-	-1.62265	1.44651	2

We then visualized the connected hits as clustered networks (Fig 2A and 2B). The genes upregulated after Hsp90-RNAi arrange in two clusters (*Daf-21*up_1 and *Daf-21*up_2), which are minimally connected by coexpression relationships (Fig 2A). 

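hsp-16.2, a small heat-shock protein gene driven by the heat-shock factor, was higher by 2.73 on the log2 scale (SD 1.21, n = 3 pairs), with differences of 1.40, 3.04 and 3.76 in replicates 1, 2 and 3, of which the last and the mean are not exact because the control of replicate 3 (2.31) lies below the lower quartile of its array. hsp-70 (C12C8.1), the inducible cytosolic Hsp70 gene, was higher by 2.29 (SD 1.24, n = 3), or 4.89-fold. hsp-16.41 had a mean log2 signal of 1.46 in the controls and 2.43 after daf-21 RNAi, both below the lower quartile of every array (2.46 to 2.60), so no fold is given for it. All 3 inducible heat-shock genes with a row of their own, the dim hsp-16.41 among them, passed when adjusted over the list alone, while 0 passed over all rows (limma, 3 higher at an unadjusted p under 0.05). The adjusted p over all rows was 0.204 for hsp-16.2 and 0.211 for hsp-70 from limma. As a group the list passed camera's test with an adjusted p = 0.000621, and the adjusted p = 0.569 with an estimated correlation. A further 6 genes of the list share their rows with near-identical copies and were not assigned.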

One of the clusters (*Daf-21*up_1) connects the genes of the heat-shock response (*hsp-16*.*2* and *hsp-70*) previously shown to be induced after RNAi against Hsp90 [5, 8, 15] with 61 other genes. According to GO-term enrichment analysis and confirmed by individual searches, this cluster contains many genes related to the innate immune response (Fig 2A). It also includes the most strongly upregulated genes *arf-1*.*1* (60-fold), Y41C4A.11 (50-fold), Y47H10A.5 (32-fold) and C50F7.5 (8-fold) (Table 1). 

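warf-1 and Y41C4A.32, the rows that carry the largest mean differences of all, were higher by 6.42 (SD 0.55, n = 3 pairs) and 5.65 (SD 0.48, n = 3) on the log2 scale, with an adjusted p of 0.0149 for each from limma. warf-1 stood at a log2 signal of 3.67 in the controls and 10.09 after daf-21 RNAi, and it lost its call without the replicate block (adjusted p = 0.0684 from limma) and without replicate 2 (adjusted p = 0.216, with a range from 0.00108 to 0.216 over all alternatives). Y41C4A.32 lost its call without replicate 2 (adjusted p = 0.269 from limma, with a range from 0.00108 to 0.269 over all alternatives). The names arf-1.1 and Y41C4A.11 have no row of their own in the annotation used here. Y47H10A.5 was higher by 4.53 (SD 1.83, n = 3) and C50F7.5 by 4.45 (SD 1.54, n = 3), each in all 3 pairs, with adjusted p of 0.204 and 0.172 from limma. clec-60, a C-type lectin of the intestine, differed by 0.82 in replicate 1 and by 5.14 and 5.195 in replicates 2 and 3 (mean 3.72, SD 2.51). Y37H2A.14 (3.79, SD 1.03), T26H5.9 (3.63, SD 1.42) and sdz-35 (3.62, SD 1.34), also among the first genes of Table 1, had differences above 2 in each replicate. These genes were chosen by the study from the same arrays, so their direction is not independent evidence.

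**Figure D1:**
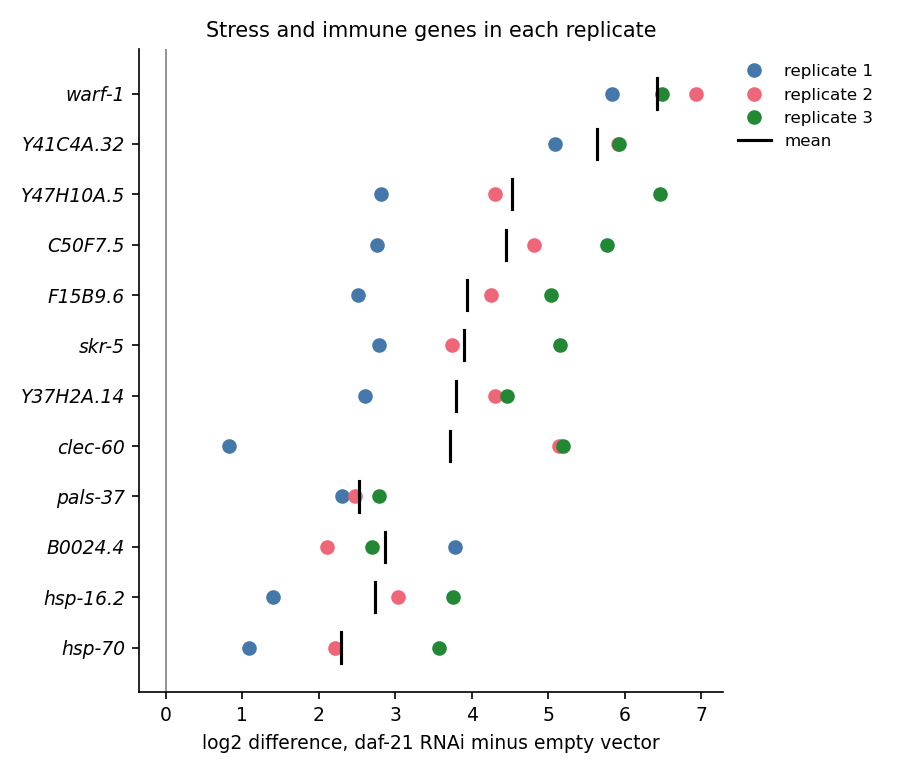
Log2 difference between daf-21 RNAi and empty vector for 12 stress and immune genes. Each point is 1 pair of arrays, coloured by replicate, and the black bar is the mean of the 3 pairs. The controls of F15B9.6 and hsp-16.2 in replicate 3 lie below the lower quartile of that array, so these points are not exact. All points lie above 0, and replicate 1 has the smallest difference for most of the genes but not for B0024.4.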

The large network of *Daf-21*up_2 instead originates from the slower development of the Hsp90-depleted nematodes. It contains genes involved in larval development and collagen and cuticle formation. 

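Of 173 cuticle collagen genes, which encode the structural proteins of the worm's outer layer, 68 were higher and 1 was lower when adjusted over the list alone, and 0 passed over all rows (limma, 83 higher and 7 lower at an unadjusted p under 0.05). col-170 was higher by 2.72 (SD 0.36, n = 3 pairs), which is not exact as its control in replicate 1 (1.78) lies below the lower quartile of the array, col-120 by 2.09 (SD 0.72), col-157 by 1.94 (SD 0.74) and col-58 by 1.83 (SD 0.71). The largest difference downward was that of col-135 at -1.75 (SD 1.45), which did not pass, and the lower gene is col-101 (-0.86, SD 0.61), named here after its values were seen. The median difference of the list was 0.43, with a lower quartile of -0.01 and an upper quartile of 1.87, so many of the collagens stood near their control level, and without replicate 1 the median was 0.68. The median level of the list was 5.85 in control replicate 3 and 5.28 in daf-21 RNAi replicate 1, so the conditions overlap across pairs. camera gave an adjusted p = 5.2e-13, and an adjusted p = 0.569 with an estimated correlation. The paper states that this cluster holds genes of larval development and of collagen and cuticle formation, and attributes it to the slower development of the nematodes.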

Based on GO-term enrichment the genes from this cluster are mostly related to the molding cycle, cuticle development, and also to the development of individual tissues like pharynx and intestine (Fig 2A). 

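Genes of moulting and of the apical extracellular matrix were higher: of 41 measured, 23 were higher and 0 were lower when adjusted over the list alone, while 0 passed over all rows (limma, 27 higher at an unadjusted p under 0.05). acn-1, an ACE-like gene needed for moulting, had a mean difference of 2.51 (SD 1.40, n = 3 pairs), mlt-9 of 2.28 (SD 1.39), mlt-8 of 2.11 (SD 1.22) and nas-36, a moulting protease, of 1.03 (SD 0.24). nhr-23, a nuclear receptor that drives moulting genes, stood at -0.04 (SD 0.21), and its sign turned under quantile normalization and without replicate 3. In replicate 1 acn-1 differed by 0.98, against 3.74 and 2.799 in replicates 2 and 3. The median level of the list was 5.88, 6.09 and 7.40 in the controls and 6.40, 8.41 and 9.03 after daf-21 RNAi. Control replicate 3 thus stood above daf-21 RNAi replicate 1, and the conditions are apart only within pairs. The list passed camera's test with an adjusted p = 2.41e-15, and the adjusted p = 0.569 with an estimated correlation. Among intestine genes, the GATA factor elt-2 differed by 0.98 (SD 0.08) and the intermediate filament gene ifb-2 by 1.22 (SD 0.22), and both passed when adjusted over the list alone (2 higher and 0 lower of 13; 0 over all rows by limma, 5 at an unadjusted p under 0.05). Among pharynx genes, the organ identity factor pha-4 differed by 0.80 (SD 0.40) and the pharyngeal myosin gene myo-2 by 0.44 (SD 0.14), and 0 of 8 passed over the list alone or over all rows (limma, 2 higher at an unadjusted p under 0.05). camera gave the intestine and pharynx lists adjusted p = 0.00411 and 0.000919, and an adjusted p = 0.569 for each with an estimated correlation.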

We then tested whether these two clusters are upregulated in all three replicates alike. Indeed, in all replicates, the innate immune/heat-shock response cluster *Daf-21*up_1 is strongly upregulated (UpRegScores of 86, 98 and 100). 

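The 24 genes that Table 1 assigns to Daf-21up_1 and that have a row of their own had a median log2 difference of 2.19 in replicate 1, 3.08 in replicate 2 and 4.05 in replicate 3. In replicate 1, 23 of them were higher and 1 was lower, and in replicates 2 and 3 all 24 were higher. Their UpRegScores, computed with the study's formula over the ranks of each replicate's own differences, were 94.1, 98.8 and 99.8, where 100 means that the genes hold the top ranks. A set of 100 random lists of the same size gave -1.68 (SD 11.07). When replicate 1 was set against the mean of the controls in place of its own control, its score was 99.4. Only Table 1 members entered the score, and Table 1 was drawn from these arrays, so the scores describe these genes and carry no test.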

While the upregulation of *Daf-21*up_2 is slightly weaker in the first experiment (UpRegScore of 70, 97 and 97, respectively), it is still clearly significant when compared to 100 random gene sets (UpRegScore: 3.7 ± 6.2, p<0.001) (Fig 3A). Thus the three biological replicates generate similar responses on the clustered level and this correlation is also evident from the same top hits being upregulated in all three experiments (S2–S4 Figs). Nevertheless, the biological replicates differ in the strength of their transcriptional responses, which may be caused by a variable RNAi-induced knock-down among replicates or slight differences of the developmental state at the harvesting moment.

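The 27 Table 1 genes of Daf-21up_2, among them collagens such as bli-1, sqt-1 and dpy-13 and the moulting genes mlt-11 and acn-1, were higher in all 3 replicates without exception. Their median log2 difference was 1.02 in replicate 1, with quartiles of 0.72 and 1.24, against 3.78 in replicate 2 and 2.69 in replicate 3. The UpRegScore over these genes was 94.9, 99.8 and 98.8. The score of replicate 1 depends on the control, since it was 42.8 when that array was set against the mean of the 3 controls. The paper concludes from its scores for the whole clusters, set against random gene sets, that the cluster is upregulated in all replicates, with a slightly weaker response in the first.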

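The replicates differed in the size of the response of whole gene groups: the inducible heat-shock genes had a median difference of 1.09 in replicate 1, 2.21 in replicate 2 and 3.57 in replicate 3, and moulting genes had medians of 0.17, 1.47 and 1.46. Genes made in the oocyte, such as oma-1, had medians of 0.01, -0.71 and -1.93, and lysozymes, which act against bacteria, of 0.20, 0.50 and 1.11. Over all rows, 383 were higher and 291 lower by at least 1 on the log2 scale in replicate 1, against 1954 and 963 in replicate 2 and 2423 and 1895 in replicate 3. The SD of the differences was 0.392, 0.686 and 0.788, and the slope of each replicate's differences on the mean of the others was 0.184, 1.01 and 1.19. Across rows, the differences of replicates 2 and 3 correlated with r = 0.721, those of 1 and 2 with r = 0.322 and those of 1 and 3 with r = 0.276, and rows are not independent replicates.

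**Figure D2:**
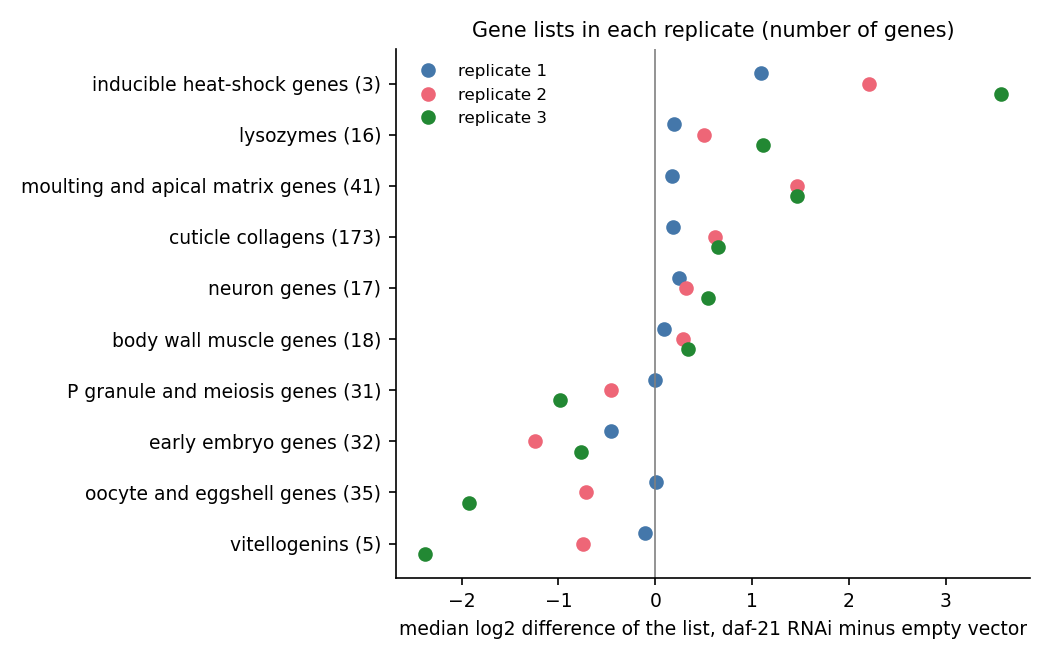
Median log2 difference between daf-21 RNAi and empty vector of 10 gene lists, with the number of genes of each list in brackets. Each point is 1 replicate. In every list shown replicate 1 lies closest to 0. The inducible heat-shock genes run from 1.09 to 3.57 between replicates and the vitellogenins from -0.10 to -2.38.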

**Fig 2:**
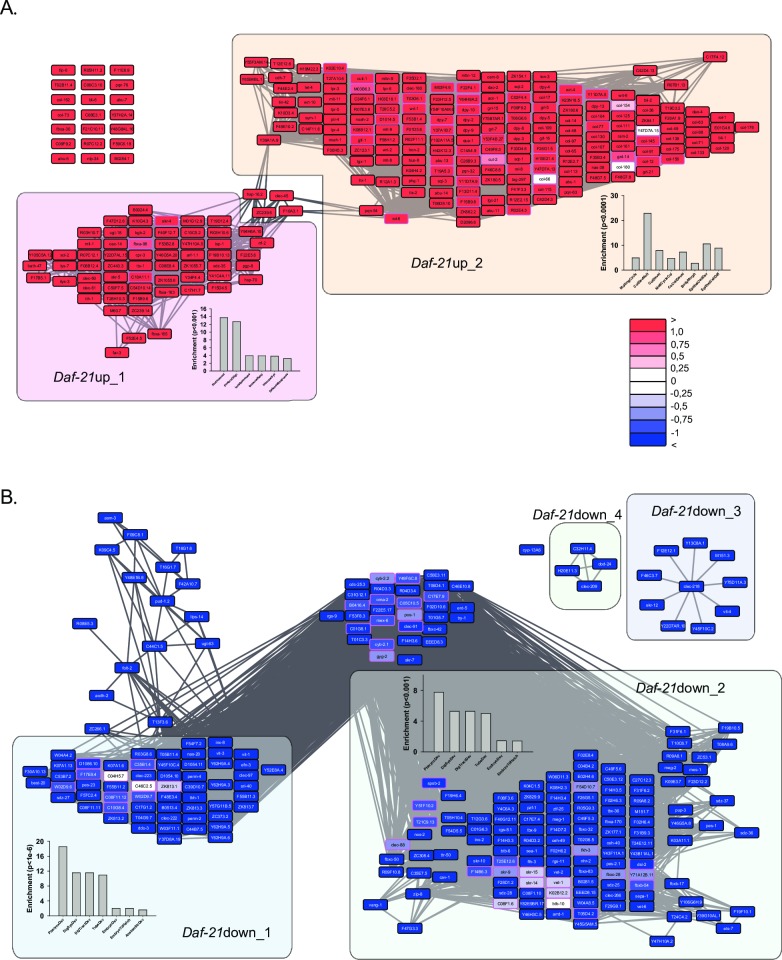
Transcriptional networks affected by RNAi against *daf-21*. Networks for upregulated (A) and downregulated (B) genes after Hsp90-depletion. The networks were constructed as described in the Materials and Methods section. The color code uses four shadings of blue and red to indicate the expression differences with darkest blue being log_2_(DiffExp) < -1, lightest blue being log_2_(DiffExp) < -0.25, darkest red being log_2_(DiffExp) > 1 and lightest red being log_2_(DiffExp) > 0.25. In between 0.25 and -0.25 the nodes are white as indicated in the legend. Large clusters have been subjected to GO-term enrichment analysis and the results are depicted adjacent to the respective cluster in the network figure.

**Fig 3:**
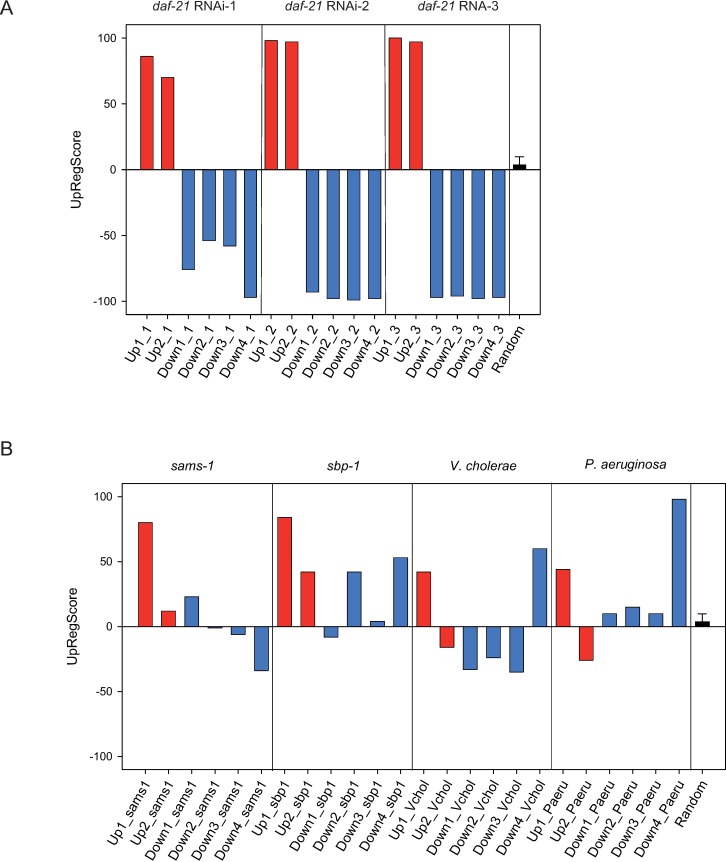
Regulation of separated clusters during *daf*-21 RNAi-response and other conditions. A) Comparison between the three replicates regarding the up- or downregulation of specific clusters. The included genes are used to determine the UpRegScore of the respective cluster in each of the experiments as described in Materials and Methods. The score was calculyted as described in the Materials and Methods section. The results for the respective replicate on the single-gene basis are show in S2 and S3 Figs and S4B Fig) Calculation of the UpRegScore for each gene cluster in the microarray experiments for RNAi against *sams-1* or *sbp-1* (left side), *V*. *cholerae* VC109/VC110 exposure and *P*. *aeruginosa* exposure (right side). The corresponding results on the single-gene basis are shown in S5–S8 Fig.

### Downregulated genes are involved in germline development and innate immune response.

We also visualized the clusters of genes downregulated after Hsp90-depletion (Fig 2B). Here two main clusters can be separated (*Daf-21*down_1 and *Daf-21*down_2) based on the database-retrieved coexpression relationships. Contrary to the upregulated dataset the connections between the two main clusters are much stronger. This implies that they may not be independently regulated. Two very small clusters (*Daf-21*down_3 and *Daf-21*down_4) are formed separately. Only the gene *cyp-13A6* is not connected to any partner gene within the clustered network (Fig 2B). Also for this side of the response, the three replicates show striking similarities and the UpRegScores for all clusters are between -54 and -99 compared to 3.7 ± 6 for random genes (p<0.001). 

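The 30 Table 1 genes of Daf-21down_1 with a row of their own, which include tbh-1, clec-223 and the vitellogenin vit-1, were lower in every replicate, with median differences of -0.37, -1.46 and -4.41 in replicates 1, 2 and 3. Their UpRegScores were -68.5, -97.4 and -99.9, where -100 means that the genes hold the lowest ranks. The 14 measured genes of Daf-21down_2, among them cav-1, sepa-1 and vet-6, were also lower in every replicate, with medians of -0.90, -2.61 and -2.74 and scores of -83.4, -99.3 and -99.0. Daf-21down_3 is represented by vit-4 and clec-218 only, with scores of -89.03, -98.4 and -99.7. Daf-21down_4 is represented by dod-24 alone, since clec-209 has no row of its own. The scores cover Table 1 members only, and a list of this size drawn at random, for example 30 genes, scored 1.04 on average (SD 9.86, 100 lists), while the SD was 16.3 for 14 genes, 38.7 for 2 genes and 56.7 for 1 gene, so the scores of Daf-21down_3 and Daf-21down_4 say little.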

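Vitellogenins, the yolk proteins made in the adult intestine, had a median difference of -0.10 in replicate 1, -0.74 in replicate 2 and -2.38 in replicate 3. vit-6 stood at -0.10, -0.63 and -2.00 in the same order, and vit-4 at -0.44, -1.58 and -5.27. Of the 5 vitellogenins with a row of their own, 0 passed over all rows or over the list alone (limma, 2 lower at an unadjusted p under 0.05), and camera gave an adjusted p = 0.0106, with an adjusted p = 0.569 at an estimated correlation. Genes of the P granules and of meiosis had medians of -0.00, -0.46 and -0.98, and cell division genes of -0.02, -0.53 and -1.11. plk-1, a mitotic kinase that is also supplied to the embryo, stood at -0.08 in replicate 1 and at -1.18 in replicate 3.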

Again the first replicate is showing a weaker response. According to GO-enrichment analysis and based on single-gene queries, the two main clusters contain genes that are involved in the development of different tissues from pharynx and epithelial cells to embryo development (*Daf-21*down_1 and *Daf-21*down_2). This also is evident from Wormbase information, where many genes in these clusters are associated with processes in the germ line (C39D10.7, Y62H9A.4, Y62H9A.6, ZC373.2 and C17G1.2), the spermatheca (clec-223, ZK813.3 and F55B11.3), or in the early embryo prior to gastrulation (pes-2.1, T04G9.7, vet-6 and F55B11.2). Thus the main part of the lower expressed transcriptional response reflects the slower developmental progress of the Hsp90 RNAi-treated nematodes and the stalled development of its gonads and embryos. 

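The genes that the paper places in the germ line were lower in all 3 pairs, most of all in replicate 3: C39D10.7 by -0.23, -1.18 and -5.49 in replicates 1, 2 and 3 (mean -2.30, SD 2.801, n = 3), Y62H9A.4 with a mean of -2.14 (SD 1.97), Y62H9A.6 (listed as ule-5) with -2.23 (SD 2.54), ZC373.2 with -2.09 (SD 2.21) and C17G1.2 with -1.83 (SD 2.07). For the spermatheca, clec-223 had a mean of -2.56 (SD 2.31; not exact, as its signal after daf-21 RNAi in replicate 3 lies below the lower quartile of the array), ZK813.3 of -2.43 (SD 2.36) and F55B11.3 of -2.00 (SD 2.26). For the early embryo, T04G9.7 had a mean of -2.21 (SD 2.58) and F55B11.2 of -1.75 (SD 1.71), while vet-6 was lower in all replicates (-0.97, -2.59 and -2.40). pes-2.1 has no row of its own. Over all rows none of these genes passed (limma, adjusted p from 0.211 to 0.308), and adjusted over the list alone 0 of 5 germ line, 2 of 3 spermatheca and 1 of 3 embryo genes were lower. By camera the 3 groups had adjusted p of 0.00785, 0.0248 and 0.0106 in the order germ line, spermatheca and embryo, and an adjusted p = 0.569 with an estimated correlation for each. The study chose these genes on the same arrays, so the values are not independent evidence of a direction.

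**Figure D3:**
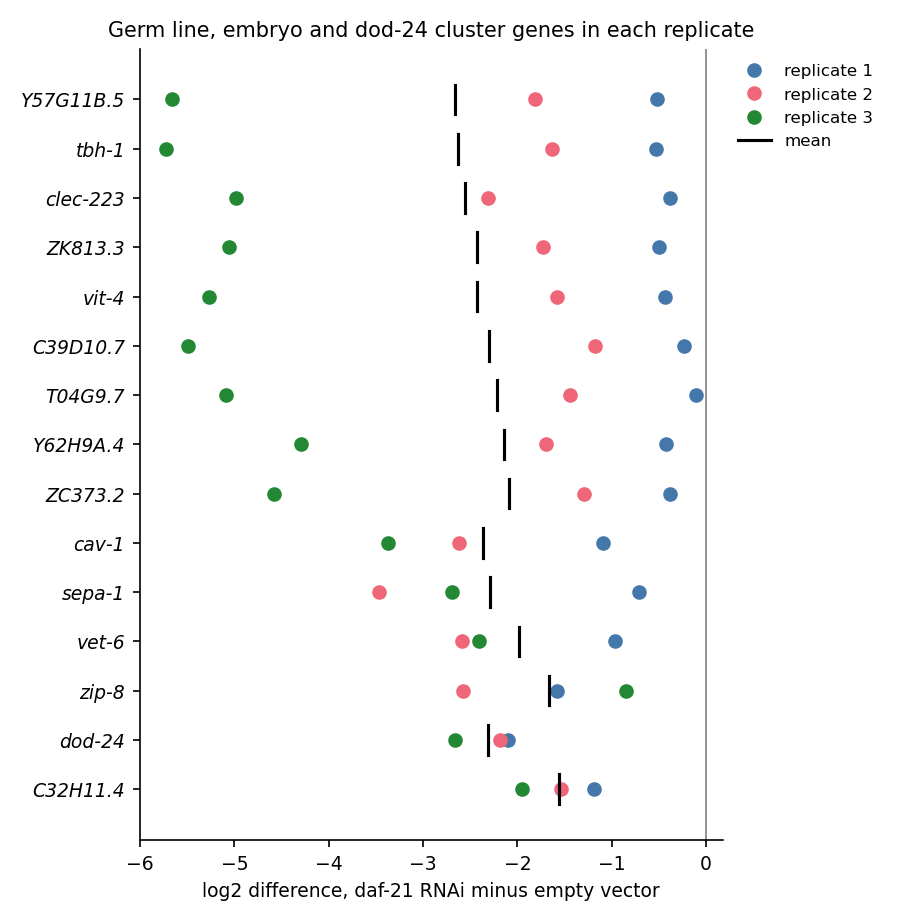
Log2 difference between daf-21 RNAi and empty vector for 15 genes with lower signal. Each point is 1 pair of arrays, coloured by replicate, and the black bar is the mean. The first 9 genes lie between -4.30 (Y62H9A.4) and -5.72 (tbh-1) in replicate 3 and between -0.11 (T04G9.7) and -0.53 (tbh-1) in replicate 1, while dod-24 lies between -2.101 and -2.66 in all 3 replicates.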

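A textbook list of early embryo genes stood lower too, although several of its members, such as sdz-28, sdz-25, vet-6 and skr-7, also stand in Table 1, so it is not independent of these arrays. Of 32 early embryo genes, 20 were lower and 1, sdz-24, was higher when adjusted over the list alone, and 0 passed over all rows (limma, 21 lower and 1 higher at an unadjusted p under 0.05). sdz-28 had a mean difference of -2.00 (SD 0.63, n = 3 pairs), sdz-25 of -2.02 (SD 0.90; signal after daf-21 RNAi in replicate 3 below the lower quartile of the array) and vet-2 of -1.38 (SD 0.59), all zygotic transcripts of the early embryo, and camera gave the list an adjusted p = 6.01e-10, with an adjusted p = 0.569 at an estimated correlation. The paper reasons from the functions of the clustered genes that the lower part of the response reflects slower development and stalled gonads and embryos.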

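dod-24, a DAF-16-regulated gene of the innate immune response, had differences of -2.101, -2.18 and -2.66 in replicates 1, 2 and 3. Its mean difference was -2.31 (SD 0.30, n = 3 pairs), with a standard error of 0.18 and an adjusted p of 0.0956 from limma, and Table 1 gives it a larger SD. In replicate 1 its difference was larger than that of cav-1 (-1.096), sepa-1 (-0.71) and the germ line gene Y62H9A.4 (-0.42). cyp-13A6, a cytochrome P450 gene, also stood low in that replicate (-2.18).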

In the first replicate where the emphasis of the response is shifted towards the immune response, highly inducible genes are primarily seen in the *Daf-21*down_4 cluster. Some of these genes, like the gene *dod-24*, have been described as DAF-16-regulated genes related to the innate immune response [50] and responsive to stress conditions [51]. Likewise, the *dod-24* connected genes H20E11.3 and C32H11.4 are part of innate immune responses [47] along with the gene *clec-209*, which was found as top-ranking gene in innate immune responses against *Vibrio cholerae* [36]. Thus in the downregulated clusters, genes that are related to the innate immune response are set apart from the many genes that are connected due to their coexpression during the nematode’s developmental process.

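C32H11.4, whose name places it on the same cosmid as dod-24 (C32H11.12), had differences of -1.19, -1.54 and -1.95 in replicates 1, 2 and 3 (mean -1.56, SD 0.38, n = 3 pairs, adjusted p = 0.172 from limma). H20E11.3 had differences of -0.37, -0.86 and -2.53 (mean -1.25, SD 1.13, adjusted p = 0.268 from limma). clec-209 has no row of its own in the annotation and was not analysed here. Neither gene passed over all rows, although both were lower in all 3 pairs.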

### Expression changes after Hsp90-depletion overlap with described immune responses.

We next aimed at identifying conditions where similar expression patterns had been observed. We realized that several of the genes most prominent in our study had also been prominent in other microarray experiments, including a very recent study on the innate immune response [52]. We thus compared our response to these microarray experiments which were performed to study the effects of a depletion of SAMS-1 and SBP-1 [33, 52]. We analyzed the publicly available data for RNAi against *sams-1* and tested the similarity to Hsp90-depletion by plotting the *sams-1*-related expression values onto the networks obtained from our microarray data. To quantify the overlap in the respective clusters, we calculated the UpRegScore for each of our clusters (Fig 3B, S5 Fig). Clearly the cluster *Daf-21*up_1 is regulated similarly in these two experiments (UpRegScore of 80, p<0.001) while the other clusters do not show an overlapping response (S5 Fig). The same is true for the response to depletion of *sbp-1* (UpRegScore of 84, p< 0.001, Fig 3B, S6 Fig). Thus Hsp90-depletion induces significant parts of the innate immune response in a manner similar to other genes previously connected to the normal regulation of this response, like *sams-1* and *sbp-1* [33]. Furthermore, the exclusive induction of cluster *Daf-21*up_1 in the *sams-1* and *sbp-1* RNAi experiments confirms that *Daf-21*up_1 and *Daf-21*up_2 are indeed regulated entirely independent from each other. To directly test the overlap of *Daf-21*up_1 with the pathogen-induced immune response, we evaluated the response of our clusters during immune responses against *Vibrio cholerae* and *Pseudomonas aeruginosa* [36, 37] (Fig 3B, S7 and S8 Figs). Indeed many of the genes of cluster *Daf-21*up_1 are also induced in response to these pathogenic bacteria (UpRegScore of 41, p<0.001 for *V*.*cholerae* and UpRegScore of 44, p<0.001 for *P*. *aerginosa*) but the overlap in this cluster is not as high as in the *sams-1* and *sbp-1* RNAi-induced responses. Again no significant similarity can be observed in the other clusters. Thus one part of the differentially expressed genes clearly shows that RNAi against Hsp90 strongly induces the innate immune response. The second set of differentially regulated genes instead shows the changes to the development of the nematode and also the impaired development of its embryos in an independently regulated response.

### Hsp90-depletion induced changes to the immune response are evident in intestinal tissues

Having identified genes which are differentially affected after RNAi against Hsp90, we aimed at testing some of the main hits in fluorescent reporter strains. This also helps to define the tissues in which Hsp90-related changes can occur. Previous experiments had successfully visualized the induction of the heat-shock response in body wall muscle cells and intestinal cells upon Hsp90 knock-down [5, 8]. For this aim, we initially obtained publicly available reporter strains for genes that are prominent in our immune response clusters. We aimed at investigating the strongest affected genes and preferred translational GFP-fusions over transcriptional reporters. The first strain contains a GFP-fused version of SKR-5. 

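skr-5 (F47H4.10), which encodes a Skp1-related subunit of ubiquitin ligases, stood at a log2 signal of 3.83 in the controls and 7.72 after daf-21 RNAi. The mean of its paired log2 differences was 3.89 (SD 1.19, n = 3 pairs), with 2.79, 3.74 and 5.152 in replicates 1, 2 and 3, or 14.9-fold on average. limma gave an adjusted p of 0.168 over all rows, and the gene passed when adjusted over the list of its family alone. In the 20 genes of the skr family, skr-5 and skr-3 (1.196, SD 0.59) were higher and 5 others were lower, skr-10 (-1.90, SD 0.99), skr-9 (-0.84, SD 0.16, dim after daf-21 RNAi in replicate 3) and, named after their values were seen, skr-7 (-2.15, SD 1.40), skr-12 (-1.59, SD 1.03) and skr-13 (-0.87, SD 0.43), when adjusted over the list alone, with a list median of -0.30 and an adjusted p of 0.161 from camera.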

SKR-5 is a Skp1-homolog protein [53] expressed in intestinal tissues and upregulated 6–30 fold (log_2_: 3.8 ± 1.1) in our microarray experiments. We subjected these nematodes to RNAi against Hsp90 and control RNAi and then compared the fluorescence intensity and localization to see whether differential regulation can be observed in response to Hsp90-depletion. We see GFP-SKR-5-expression in some control treated SHK207 nematodes during later larval stages in posterior parts of the intestine as previously reported [44]. The Hsp90-depleted SHK207 nematodes instead show much stronger fluorescence in the entire intestinal tissue with most nematodes now being fluorescent in all cells of the intestinal tube (Fig 4A). The upregulation of this gene also is evident in qRT-PCR assays, where a three-fold upregulation can be observed (Fig 4B). We next tested a transcriptional *clec-60* reporter strain. CLEC-60 is a C-type lectin known to be regulated as part of the innate immune response. It is expressed in larval intestine and in adults in the Int8 and Int9 cells [54, 55]. In control RNAi experiments, we observed the reported behavior. Upon RNAi against Hsp90, the fluorescence is strongly increased (Fig 4C). To exclude differences that may arise from the slow growth of Hsp90-RNAi treated nematodes, we tested if earlier larval stages of the control-treated nematodes show an expression with similar intensity to that of Hsp90-dsRNA treated nematodes. However, this was not the case for these reporter strains (data not shown), implying that the observed upregulation in intestinal tissues reflects the consequences of the Hsp90-depletion. We then tested a transcriptional reporter strain containing *dod-24p*::GFP. DOD-24 is an epoxide hydrolase connected to the innate immune response [51]. This strain shows high expression throughout the whole intestine under normal growth conditions (Fig 4D, left side). After treatment with Hsp90-RNAi, the expression in the Int3 to Int7 intestinal cells is strongly reduced while it is retained to a weaker extent in the very anterior and posterior intestinal cells (Fig 4D, right side). Thus, in these three reporter strains which change their expression as part of the nematode’s immune response, the intestinal expression of fluorescent markers correlates well with the expression analysis, confirming the influence of Hsp90-RNAi on this immune response pathway.

**Fig 4:**
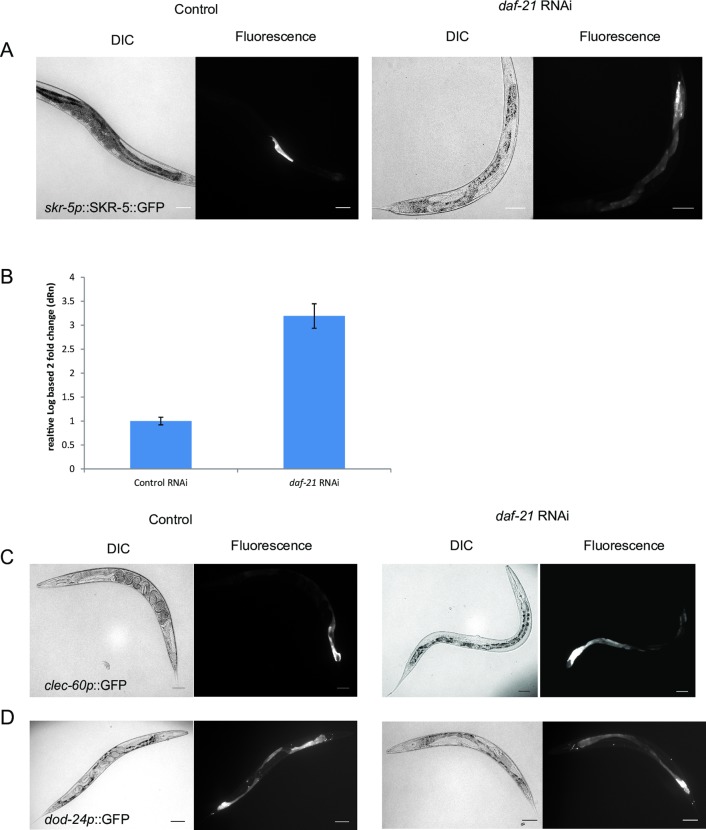
Immune response genes respond to *daf-21*-RNAi in intestinal tissues. DIC and fluorescence images of Hsp90-treated (right panels) and control nematodes (left panels) are shown. A) SHK207 nematodes were imaged to visualize SKR-5::GFP protein. Control nematodes showed rare expression in Int5, Int6 and Int7 cells. Hsp90-depleted nematodes generally showed induction in the full intestine. B) qRT-PCR has been performed for *skr-5* in control nematodes and in Hsp90-depleted nematodes as described in Materials and Methods. C) AU185 nematodes were imaged to visualize *clec-60p*-driven GFP expression. Control nematodes express in Int8 and Int9 cells and rarely in more anterior intestinal cells (left panel). Hsp90-depleted nematodes show induction in most parts of the intestine (right panel). D) AU10 nematodes were imaged to visualize expression of *dod-24p*-driven GFP. Control nematodes show induction in all parts of the intestine (left panel). Expression is substantially reduced in Hsp90-depleted nematodes (right panel). The scale bar represents 100 μm.

### Genes from developmental clusters are affected in the nematode’s gonads and embryos.

We then tested strains for hits that cluster in the early developmental networks. Here we initially picked a translational reporter strain for SEPA-1, a protein, which mediates autophagy of P-granules in early embryos [41, 56]. 

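sepa-1 (M01E5.6), an adaptor for the autophagy of P granules, had a mean log2 difference of -2.29 (SD 1.42, n = 3 pairs, adjusted p = 0.219 from limma), with -3.47 in replicate 2, -2.69 in replicate 3 and a smaller fall in replicate 1. Its log2 signal was 6.13 in the controls and 3.84 after daf-21 RNAi. meg-2, which encodes a P granule protein of the early embryo, had a mean of -1.35 (SD 1.27, n = 3, adjusted p = 0.271 from limma).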

The expression of this gene product, which is degraded once embryos reach 100 cells, is decreased in our microarray data upon Hsp90 knock-down. Specifically SEPA-1 (Fig 5A) can be observed in the syncytial gonad arms and in the embryos prior to and just after passage through the spermathecum. We tested the influence of Hsp90-depletion on the localization of this protein and its expression. Indeed, we see reduced fluorescence of this stage-specific protein and incomplete development of gonad arms containing this protein. Moreover, the embryos did not show SEPA-1 containing structures after passage through the spermathecum, implying that fertilized oocytes are not generated correctly. We then tested a translational reporter for the caveolin homolog CAV-1 [42] from the *Daf-21*down_2 cluster. This protein is required during the first cell division and then quickly disappears from the embryo. Oocytes approaching the spermatheca in Hsp90-depleted worms contain CAV-1, but are reduced in size and no fertilized oocytes expressing CAV-1 can be seen after the passage through the spermatheca (Fig 5B). However, in few cases, very brightly fluorescent oocytes are found containing high amounts of CAV-1 without evident structural organization (data not shown). These likely represent the previously observed endomitotic oocytes [4]. These changes show that Hsp90 depletion significantly impacts the developing oocyte prior to fertilization. We finally tested the expression of the bZIP-like transcription factor ZIP-8 [43], which is also present in the *Daf-21*down_2 cluster. Based on the fluorescent reporter strain BC12422, p*zip-8* is activated in early embryos and is also present at later stages in the adult intestine. We did not observe p*zip-8*::GFP expression in oocytes of Hsp90-depleted nematodes, while it was clearly visible in L4440-control treated nematodes (Fig 5C). Thus the reduced expression levels within this cluster point to the failure of Hsp90-depleted nematodes to develop functional oocytes.

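cav-1, the caveolin gene, had a mean log2 difference of -2.36 (SD 1.16, n = 3 pairs, adjusted p = 0.211 from limma), with -2.62 in replicate 2, -3.37 in replicate 3 and a smaller fall in replicate 1. zip-8, a bZIP factor, had a mean difference of -1.67 (SD 0.87, adjusted p = 0.213 from limma). Of 35 oocyte and eggshell genes, 0 passed over all rows or over the list alone (limma, 8 lower and 0 higher at an unadjusted p under 0.05). Their median difference was -0.88 (-1.36 without replicate 1 and -0.37 without replicate 3), and oma-1, an oocyte maturation factor, stood at -0.85 (SD 0.78). mbk-2, a kinase of the egg-to-embryo transition, stood at 0.19 (SD 0.37) and turned in sign without replicate 3. camera gave the list an adjusted p = 1.05e-08, and an adjusted p = 0.569 with an estimated correlation. These values are whole-animal array levels, and the reporter images behind the sentence were not analysed here.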

**Fig 5:**
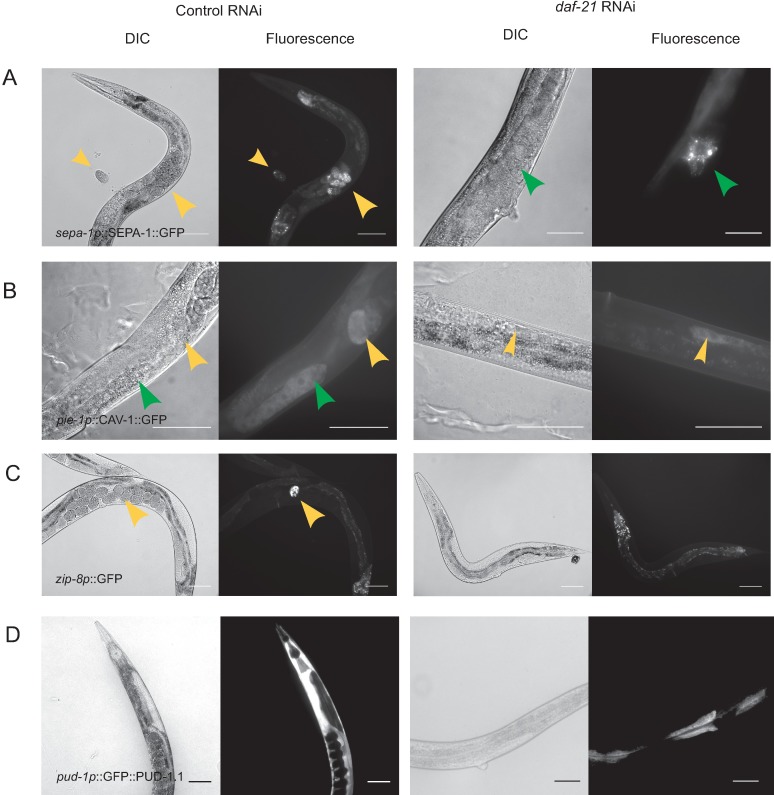
Genes from cluster *daf-21*Down_2 are suppressed by Hsp90 RNAi in gonads and embryos. A) HZ455 nematodes were imaged to visualize the expression and subcellular localization of SEPA-1 protein. Yellow arrows indicate the position of developed embryos, while green arrows indicate the fluorescence prior to passage through the spermathecum. B) RT688 nematodes were imaged to visualize subcellular localization of CAV-1 protein. The CAV-1 protein in the meiotic zone of the gonad arm is indicated in both panels with a green arrow, while yellow arrows indicate the position of developed embryos. C) BC12422 nematodes were imaged to visualize the cells expressing *zip-8*. The scale bar represents 100 μm. Yellow arrows show the position of a *bzip-8*::GFP expressing embryo. D) GFP::PUD-1.1 can be observed in intestinal tissues in later larval stages. After Hsp90 RNAi this expression is strongly diminished. The scale bar represents 100 μm.

We finally tested a reporter strain of the downregulated gene *pud-1*.*1*. While *pud-1*.*1* not included in the main clusters of the downregulated network, it is loosely connected to cluster *Daf-21*down_1. PUD-1.1 is one of two identical PUD-1 proteins of unknown function that are known to be differentially regulated during aging and development [57]. In control nematodes, GFP-PUD-1.1 is found in the intestine at later larval stages [58]. We see a decrease of fluorescence in the intestine of Hsp90 RNAi-treated nematodes, implying that the upregulation in developing adults does not occur in Hsp90-depleted nematodes (Fig 5D).

These strains collectively confirm that processes during the development of oocytes are affected by depletion of Hsp90. This apparently happens in addition to the changes in intestinal tissues, where heat-shock response and innate immune response are observed.

## Discussion

Depletion of Hsp90 by RNA interference leads to various morphological and transcriptional changes in *C*. *elegans*. The combined phenotype of the Hsp90 knock-down includes developmental changes to gonad and vulval structures, induction of the heat-shock response, changes to muscle ultrastructure, and, as observed here, the induction of the innate immune response. Based on the function of Hsp90 as a regulator of signaling kinases and transcription factors, these diverse changes could be caused by multiple Hsp90-dependent processes. Here we used whole genome expression data to define pathways that are linked to Hsp90-depletion.

### Separate transcriptional pathways are induced by RNAi against Hsp90

To understand the induction of separate pathways, it is important to organize the differentially expressed genes into their respective expression clusters and then attempt guesses on transcription factors for the coexpressed gene groups. We recently implemented a gene clustering approach that was based on the use of genome-wide coexpression data. This yielded information-rich networks in yeast that clearly separated independent clusters and thus divided hit lists into separate transcriptional units [26, 27]. Potential transcription factors could then be derived from lists of target genes as available from YEASTRACT [26, 59]. Here we apply the same clustering strategy to the multicellular nematode *C*. *elegans* and like in yeast information-rich networks are obtained with all tested parameters proving a highly significant network and cluster formation. In this study, the *C*. *elegans* response to Hsp90 knock-down can be separated into multiple distinct clusters that can be further defined as independent based on the very low interconnection-numbers. This is supported by independent microarray experiments, which trigger only part of the Hsp90-depletion response. GO-term enrichment and individual searches further show that this clustering approach also separates the genes according to distinct functional processes. The reporter strains used in this study validate our organization strategy since genes from the same cluster behave similar regarding their tissue-specific expression and their fluorescence changes after Hsp90 RNAi. By this approach the response to Hsp90-depletion can be separated into one part that reflects a strongly induced innate immune response and into another part that reflects the slower and incomplete development of the nematodes and their reproductive structures.

### HSPs are upregulated on the proteome and transcriptome level

The induction of the heat shock response after Hsp90-depletion has been observed in reporter strains before [5, 8] and our study confirms this on the protein and mRNA levels. 

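Small heat-shock protein genes moved in both directions: of 10 with a row of their own, 2 were higher (hsp-16.2 and hsp-16.41, the latter with a dim signal in both conditions) and 2 were lower when adjusted over the list alone, and 0 passed over all rows (limma, 3 higher and 2 lower at an unadjusted p under 0.05). The lower ones are hsp-12.3 (-0.99, SD 0.27, n = 3 pairs) and hsp-12.6 (-0.83, SD 0.40), small heat-shock genes regulated by DAF-16. The median difference of the list was 0.20, and camera gave an adjusted p of 0.271. The other 4 hsp-16 genes share rows with their copies and were not assigned.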

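The mRNA differences were set against the protein log2 ratios of the S1 and S2 Tables for 52 genes with a row of their own, 27 of the 30 proteins found higher and 25 of the 27 found lower. Among the 27 genes, hsp-16.2 and Y94H6A.10 had the highest values on both axes, with paper protein log2 ratios of 3.95, given jointly for HSP-16.1, HSP-16.2 and HSP-16.48, and of 3.315. Y41C4A.11 of the S1 Table is not among them, as it has no row of its own. Across these genes, which are not independent replicates, Pearson's r was 0.402 (permutation test, two-sided, p = 0.00322, adjusted over 6 relations p = 0.00644) and Spearman's rho 0.367 (permutation p = 0.00784), and 35 of 52 genes had the same sign. Without replicate 2 rho was 0.234 (permutation p = 0.0950). Among S1 proteins alone r was 0.883 (permutation p = 0.00015, adjusted p = 0.0009) with 22 of 27 genes of the same sign, and rho 0.603. Without hsp-16.2 and Y94H6A.10, a comparison chosen after seeing the data, r was 0.335 (permutation p = 0.106) and rho 0.5001 (permutation p = 0.0116) over 25 genes, so r rests largely on these 2. Among S2 proteins alone r was 0.0103 (permutation p = 0.961, adjusted p = 0.961) with 13 of 25 genes of the same sign. Of the 25 genes of S2 proteins, 2 were higher and 0 lower when adjusted over the list alone, 0 passed over all rows (limma, 7 higher and 3 lower at an unadjusted p under 0.05), and camera gave an adjusted p of 0.322 with an upward direction although the median was -0.06. T19D12.4, lower as a protein, had an mRNA difference of 2.01 (SD 0.14, n = 3 pairs), and C49C8.5 (listed as fdr-1) and T01D3.6 had differences of 0.89 and 0.68 (SD 0.22 and 0.14).

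**Figure D4:**
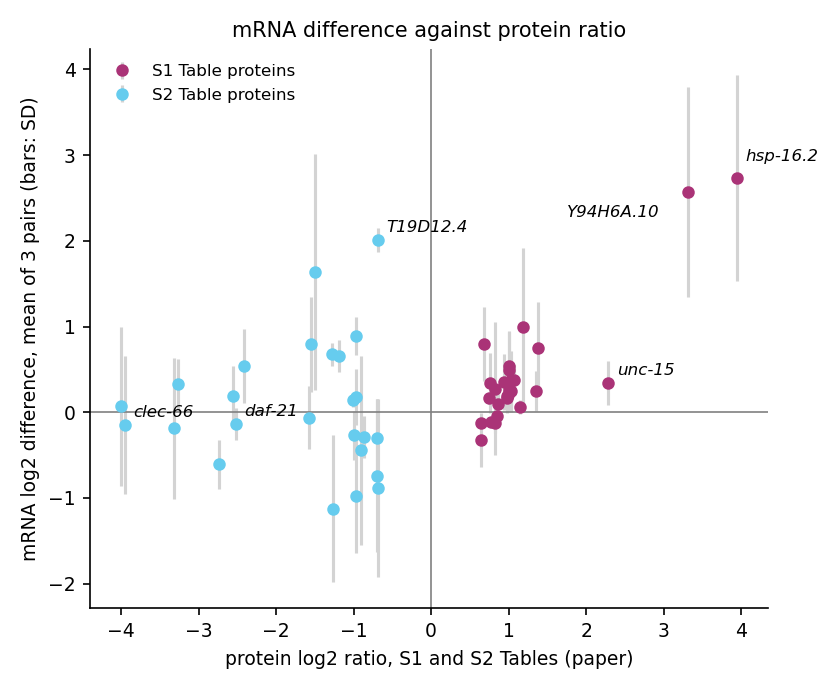
Mean mRNA log2 difference of the 3 array pairs, with bars of 1 SD, against the protein log2 ratio that the paper lists in the S1 Table (proteins found higher) and the S2 Table (proteins found lower). The proteins of the S1 Table follow a rise from left to right with hsp-16.2 and Y94H6A.10 as the highest points, and the proteins of the S2 Table lie on both sides of 0.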

The transcriptional networks overlap with the proteomic response in particular for the heat-shock proteins HSP-16.1, HSP-16.2 and HSP-70. On the protein level the wider chaperone network is elevated, including many of the Hsp90 cofactors such as CDC-37, UNC-45, STI-1, ZC395.10 and FKB-6. 

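Among genes of the cytosolic chaperonin CCT/TRiC, which folds actin and tubulin, cct-5 differed by 0.54 (SD 0.40, n = 3 pairs), cct-3 by 0.50 (SD 0.44), cct-7 by 0.38 (SD 0.33) and cct-1 by 0.35 (SD 0.33). Of 8 CCT genes, 0 passed over all rows or over the list alone (limma, 1 higher at an unadjusted p under 0.05), with a list median of 0.30 (0.46 without replicate 1 and 0.19 without replicate 3) and camera's adjusted p = 0.00409, which was 0.0560 without replicate 3 (range over the alternatives 0.00371 to 0.569), and an adjusted p = 0.569 with an estimated correlation. Of the 15 Hsp90 cofactors, 0 passed over all rows or the list alone (limma, 1 higher and 2 lower at an unadjusted p under 0.05), with a median of -0.25 and an adjusted p of 0.397 from camera. The myosin chaperone gene unc-45 stood at 0.75 (SD 0.54), sti-1 at 0.25 (SD 0.23), cdc-37 at 0.16 (SD 0.06) and fkb-6 at 0.10 (SD 0.11), which turned in sign when each array was centred on its median. ZC395.10, the p23 homologue listed as daf-41, stood at -0.12 (SD 0.03), and ttc-4 and chn-1 at -0.63 (SD 0.32) and -0.45 (SD 0.19). The 6 genes listed as mitochondrial chaperones had a median of -0.36 and an adjusted p of 0.0580 from camera. Among them, hsp-60 stood at -0.52 (SD 0.52) and hsp-75 at -0.48 (SD 0.29). The list also counts trap-1 (-0.30, SD 0.37), in C. elegans a translocon-associated protein, so its values are not of mitochondrial chaperones alone. The median was -0.55 without replicate 1 and -0.14 without replicate 3, and the list passed without replicate 1 (adjusted p = 0.0202), on ranks (0.0402), without the block (0.0343) and under quantile normalization (0.0421), over a range of 0.0202 to 0.582.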

Even though *hsp-16*.*2* and *hsp-70* are included in the transcriptional networks, the expression changes for most chaperones are barely evident on the mRNA level. This also is true for Hsp90 itself, whose mRNA is only weakly suppressed at the moment of harvesting (log_2_(DiffExp) = -0.15). This may imply that the chaperone system in the harvested nematodes has already built up a new balance at the beginning of phenotype-development. 

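The paired log2 differences of daf-21 were -0.04, -0.02 and -0.36 in replicates 1, 2 and 3, a mean of -0.14 (SD 0.19, n = 3 pairs, standard error 0.16, adjusted p = 0.672 from limma). No fall of the transcript passed the test, and replicate 3 gave most of the mean, while the inducible heat-shock genes were higher in all 3 replicates. enpl-1, the relative of Hsp90 in the endoplasmic reticulum, stood at 0.66 (SD 0.31). The daf-21 row is among the brighter ones, since 692 of the 29317 rows were at least as bright in the controls.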

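By mean difference, hsp-70 stood at rank 106 of the 29317 rows, behind skr-5 at rank 7 and clec-60 at rank 11, and no exact rank is given for hsp-16.2, whose control is dim in replicate 3. Y94H6A.10 stood at rank 50, and the lysozyme gene lys-7 at rank 290, with a log2 difference of 1.88 (SD 0.95, n = 3 pairs). The ranks are of means of 3 pairs with an SD of 1.24 for hsp-70, 1.19 for skr-5 and 2.51 for clec-60, so places close together are not distinct.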

The heat-shock response certainly is not the strongest response on the transcriptional level at the moment of harvesting as other transcriptional clusters are more prominent among the top 250 genes.

### Hsp90-depletion induces the innate immune response in intestinal cells

The induction of the immune response is much more evident at the harvesting stage. 

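Y94H6A.10, a gene of unknown function, stood at a log2 signal of 6.31 in the controls and 8.88 after daf-21 RNAi, a mean difference of 2.57 (SD 1.23, n = 3 pairs, adjusted p = 0.211 from limma), with 1.23 in replicate 1. The row listed as Y41C4A.32 stood at 3.32 in the controls and 8.97 after daf-21 RNAi, with 5.09, 5.91 and 5.93 in the 3 replicates, and the name Y41C4A.11 was not assigned to it because the tables used here do not pair the names. Among the 27 genes of S1 proteins, 2 passed when adjusted over the list alone (Y94H6A.10 and hsp-16.2), and 0 passed over all rows (limma, 6 higher at an unadjusted p under 0.05). The list had a camera adjusted p of 0.000115, and an adjusted p = 0.569 with an estimated correlation.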

Here, the upregulation of some genes, such as Y41C4A.11 (log_2_ of 5.69) and Y94H6A.10 (log_2_ of 2.42) from cluster *daf-21*Up_1 (innate immune response/heat-shock response) can also be observed on the proteomic level (log_2_ of 3.06 and log_2_ of 3.31, respectively). While Y41C4A.11 is a distant *C*. *elegans* homolog of the lipopolysaccharide-induced TNF-factor alpha, the function of Y94H6A.10 is unknown but its general coexpression with the heat-shock response and the innate immune response is evident in all experiments of this study. In microarrays and mass spectrometry approaches applied in this study, immune response genes are found to be both upregulated and downregulated. As such, several C-type lectins of the innate immune response are reduced after RNAi-treatment against Hsp90 [38, 45–48]. 

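C-type lectins as a family did not move one way: of 247 measured, 0 passed over the list alone or over all rows (limma, 25 higher and 26 lower at an unadjusted p under 0.05). clec-266 had a mean difference of -1.99 (SD 0.80, n = 3 pairs), while clec-76 (1.76, SD 0.54), clec-230 (1.58, SD 0.48, dim in the control of replicate 1) and clec-28 (1.13, SD 0.30) stood higher. The median difference was -0.06, and camera gave an adjusted p of 0.918, with a direction that turned without replicate 1, without replicate 2, without dim rows and under quantile normalization. The aspartyl protease genes gave 3 higher and 1 lower of 17 when adjusted over the list alone, with asp-17 at 1.67 (SD 0.47), asp-8 at 0.70 (SD 0.16), asp-6 at 0.65 and asp-14 at -0.91 (SD 0.47), and an adjusted p of 0.0144 from camera, lost without replicate 1 (0.0712, range over the alternatives 0.00707 to 0.569) and with an estimated correlation (adjusted p = 0.569).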

In general, most of the proteins found at reduced levels in our mass spectrometry experiments share a functional or coexpression connection to components of the innate immune response. This result holds true at the transcriptomic level, as many upregulated genes from cluster *daf-21*Up_1 (C08E8.4, Y47H10A.5, B0024.4, F15B9.6) can also be found upregulated in other cases where the innate immune response is activated. This is similar to the immune response after contact with *Vibrio cholerae* [36] or *Pseudomonas aeruginosa* [37] and for the response to RNAi against *sams-1* and *sbp-1* [52], two genes that are apparently able to suppress the innate immune response like *daf-21*.

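C08E8.4 had a mean log2 difference of 2.73 (SD 1.29, n = 3 pairs), with 1.39, 2.82 and 3.96 in replicates 1, 2 and 3, and F15B9.6 of 3.93 (SD 1.29), with 2.51, 4.25 and 5.04, the last against a control (2.50) below the lower quartile of its array. B0024.4 had 3.79, 2.11 and 2.70 (mean 2.86, SD 0.85), the largest value in replicate 1. limma gave adjusted p of 0.211, 0.168 and 0.168 for C08E8.4, F15B9.6 and B0024.4, so none passed over all rows, and all were higher in all 3 pairs.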

As expected, the expression in reporter strains for *skr-5*, *clec-60* and *dod-24* is most affected by Hsp90 RNAi in the intestine, the place where most reactions of the immune response take place. It is interesting that several prominent hits of this response group are regulated by the transcription factor DAF-16, a known regulator of the immune response [60–62]. *skr*-5 and *dod*-24 are direct target genes of DAF-16, along with *hsp*-16.2, *fbxa*-163, C08E8.4, F13D11.4, and Y105C5A.12 [44, 51], which also are among our top induced genes. 

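Of the DAF-16 targets that the paper names, 6 have a row of their own, and 5 were higher and 1 was lower when adjusted over the list alone, while 0 passed over all rows (limma, 5 higher and 1 lower at an unadjusted p under 0.05). fbxa-163, an F-box gene, had a log2 signal of 5.88 after daf-21 RNAi and a control signal of 1.94, below the lower quartile of the arrays, so no exact fold is given for it, and F13D11.4 differed by 2.56 (SD 1.58, n = 3 pairs), with 0.78 in replicate 1. The list is drawn from the study's top genes, so its direction is not independent evidence, and its camera adjusted p = 0.000475 became an adjusted p = 0.569 with an estimated correlation. Of 17 textbook genes raised by DAF-16, 3 were higher (hsp-70, hsp-16.2 and lys-7) and 2 were lower (hsp-12.3 and hsp-12.6) over the list alone. hsp-70 and hsp-16.2 also count in the inducible heat-shock list, so this is not separate evidence. The list had an adjusted p of 0.204 from camera, but without replicate 1 it passed upward (median 0.45, adjusted p = 0.0189, with a range from 0.0189 to 0.582 over all alternatives), and without replicate 3 its median was -0.06. Of 11 genes lowered by DAF-16 0 were higher and 1 was lower, with an adjusted p of 0.272 from camera. Y105C5A.12 has no row of its own.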

Given that DAF-16 target genes are well described, we could test whether certain clusters of our networks are strongly enriched for DAF-16 targets, which would suggest that DAF-16 activity is influenced in the Hsp90 depleted nematodes. To this end, we employed a recently published genome-wide ranking of DAF-16 targets, which assigned 1663 Class I targets (upregulated by DAF-16) and 1733 Class II targets (downregulated by DAF-16 and its co-regulator PQM-1) [44, 63]. Using this resource, we determined the ranking number for each clustered gene (Fig 6A, S9 Fig) and tested whether any of our clusters show significant DAF-16 correlation. It is evident that cluster *daf-21*Up_1 in particular contains genes which are regulated by DAF-16 (Fig 6B left plot, S9 Fig). All told, 71% of the genes in this cluster are assigned as DAF-16 targets, which is significantly enriched over the 18% expected by normal distribution. Clusters *daf-21*Down_1 and *daf-21*Down_4 also show enrichment of DAF-16 targets, but they are formed from genes repressed by DAF-16/PQM-1 (Fig 6C, S9 Fig). These data suggest that the DAF-16 pathway is highly active after Hsp90 RNAi. It is interesting in this respect that the induced DAF-16/PQM-1 response differs from the published target ranking, as a group of 12 genes typically repressed by DAF-16/PQM-1 are now activated in *daf-21*Up_1. This may suggest that the balanced regulation between DAF-16 and its transcription suppressing co-regulator PQM-1 could be altered by Hsp90 RNAi, leading to the induction of the innate immune response as observed here.

**Fig 6:**
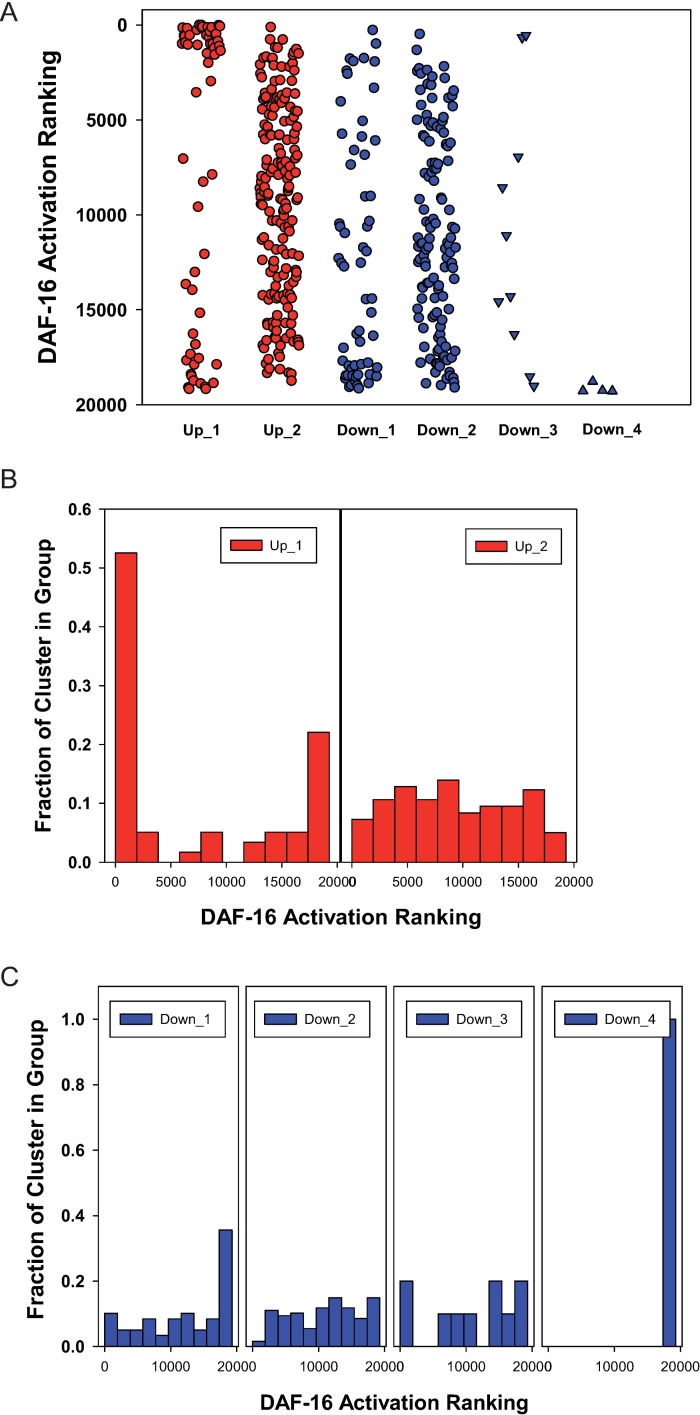
DAF-16 targets and their distribution in HSP90 RNAi induced expression clusters. All the genes distributed into the clusters of Fig 2 are evaluated, whether they are ranked DAF-16 Class I (upregulated) or DAF-16 Class II (downregulated) targets. To this end the ranking was employed from Tepper *et al*. [63]. A) For each cluster the position of the genes is marked by a point at the respective ranking position. The top 1663 genes represent targets considered upregulated by DAF-16; the bottom 1733 genes represent targets downregulated by DAF-16 according to this ranking. B) Histograms for the two clusters *daf-21*Up_1 and *daf-21*Up_2, where the bar on the left side roughly represents the 1663 Class I targets and the bar on the right side the 1733 Class II targets. C) Histograms for the clusters downregulated after Hsp90 RNAi.

### Germline-specific markers confirm effects of Hsp90-depletion on events before fertilization

Germline development is disrupted in Hsp90-depleted nematodes. This is evident from the sporadic failure of Hsp90-depleted nematodes to reach fertility and develop correct gonadal or vulval structures [4]. The germline-specific changes were not visible on the proteomic level, likely because most of these proteins are not among the 400 proteins we could quantify. However the transcriptional response does show very consistent genome-wide changes. 

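Over all rows, 5753 (19.6%) were higher and 6998 (23.9%) lower in all 3 pairs, where 12.5% in each direction would be reached by chance with no effect. Some lists exceed these shares in the lower direction: 25 of 32 early embryo genes (78.1%), 15 of 31 P granule and meiosis genes (48.4%) and 15 of 35 oocyte and eggshell genes (42.9%) were lower in all 3 pairs. The sperm lists go the other way, with 27 of 59 other sperm genes (45.8%) higher and 4 (6.8%) lower, and 3 of 4 major sperm proteins higher and 0 lower in all 3 pairs. Lists of the skin exceed them in the higher direction, with 29 of 41 moulting genes (70.7%) and 90 of 173 collagens (52.0%). zim-1, syp-2 and htp-1, genes of meiotic chromosome pairing and synapsis, had means of -0.67 (SD 0.41, n = 3 pairs), -0.68 (SD 0.46) and -0.73 (SD 0.43), and cdc-25.2 and cyb-2.1, regulators of cell division, of -0.90 (SD 0.47) and -0.98 (SD 0.94). Of the P granule and meiosis genes and of 31 cell division genes, 0 passed over all rows or over the list alone (limma, 6 and 4 lower at an unadjusted p under 0.05), and camera gave the lists adjusted p = 1.07e-06 and 2.57e-06, with an adjusted p = 0.569 for each at an estimated correlation.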

In cluster *Daf-21*down_1 and *Daf-21*down_2, we find many genes which have a relationship to germline and embryo development. This matches the disruptive influence of Hsp90 RNAi on development. It nevertheless has to be kept in mind that GFP-expression from genomic integrated plasmid arrays may not entirely correlate with the native context of this protein. Thus, a more detailed analysis of the affected cell types would need to involve detection methods for endogenous mRNA or protein, like fluorescence *in situ* hybridization or antibody staining. Despite this the tendency is obvious that most tested target genes from this cluster are coexpressed within the gonads and developing embryos. Thus, reporters for the promoter activity and protein localization of *cav-1*, *zip-8* and *sepa-1* will be helpful to get information on the delayed processes during development. How these changes originate is still enigmatic but the identification of defined developmental alterations related to the observed phenotype could serve as a starting point to study the failures during development after Hsp90-knock down in more detail.

Could the fertility problems also be responsible for the immune response? Several studies have been published about the influence of germline development on the immune response and they suggest that disruption to early germline development can induce the immune response genes by a soma-protective pathway [60, 64, 65]. It remains unclear whether the incomplete embryo development as observed after Hsp90 RNAi can induce the soma-protective immune response. Only in sporadic cases where the gonad arms are obviously shortened by the Hsp90 knock-down are the meiotic germ cells also affected. In our networks, the genes overexpressed after Hsp90 RNAi share very few coexpression relationships with the large gene cluster related to the growth defects. This would imply that the upregulation of these immune response genes usually is not chronologically coupled to the growth defects but is independently regulated instead. To gain more information on this, we individually observed genes which should be upregulated if the soma-protective pathway is active, which would connect the reduction in mitotic germ cells to the activation of the DAF-16 and ATF-7 transcription factors. An important gene, upregulated as part of this pathway is *irg-7*/F40F4.6, which influences the DAF-16 regulated longevity genes and the PMK-1/ATF-7 regulated immunity genes [66]. 

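irg-7 (F40F4.6), an infection response gene of the intestine, had a mean log2 difference of 0.53 (SD 0.21, n = 3 pairs, adjusted p = 0.257 from limma), with a control signal of 10.82. Among the PMK-1/ATF-7 targets that the paper names, catp-3 (C09H5.2) had a mean of 1.04 (SD 1.05), clec-67 (F56D6.2) of 0.48 (SD 0.30), C17H12.8 of 0.32 (SD 0.29), irg-4 (F08G5.6) of 0.23 (SD 0.12), K08D8.5 of -0.28 (SD 0.55) and sysm-1 (T24B8.5) of -1.04 (SD 0.58). Of the 6, 0 were higher and 1, sysm-1, was lower when adjusted over the list alone, 0 passed over all rows (limma, 2 higher and 1 lower at an unadjusted p under 0.05), and the median was 0.28 with an adjusted p of 0.323 from camera. These values lie on both sides of 0.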

We see very limited upregulation of *irg-7* in our microarray data (log_2_(DiffExp) = 0.51) and we do not see a systematic influence on PMK-1/ATF-7 targets [38, 67–69] (F08G5.6: log_2_(DiffExp) = 0.14, C09H5.2: log_2_(DiffExp) = 1.03, C17H12.8: log_2_(DiffExp) = 0.25, F56D6.2: log_2_(DiffExp) = -0.14, T24B8.5: log_2_(DiffExp) = -0.99, K08D8.5: log_2_(DiffExp) = -0.08). Given that these genes should be activated via *irg-7* this may imply that the soma-protective route via *irg-7* is not triggered extensively after Hsp90-depletion. While these relationships need to be investigated in further detail, the presented variations provide a starting point to disentangle the complex relationships following the depletion of Hsp90 in *C*. *elegans*.

## Supporting information

S1 Fig Microarray analysis of Hsp90-depleted nematodes. Parameters obtained from the cluster analysis for the top 250 differentially expressed hits are shown for each of the three RNAi experiments, which evaluate the significance of the networks (first replicate: column 1 and 2, second replicate: column 3 and 4, third replicate: column 5 and 6) and the average (column 7 and 8). A) Percentage of hits included in the network for all three experiments. As comparison the results for random gene lists (columns 9 and 10) are depicted. A hit gene is counted as included in the network if a single coexpression connection to any other hit gene is found in the coexpression database. Most of the connections in the random networks are only isolated hit-to-hit pairs. B) Average counts of connections in the network per hit. Two genes will yield many connection counts, if this pair is marked as coexpressed several times in the database. C) CoRegScore for each network to quantify the predictive strength of the network. The score is calculated as described in the Materials and Methods section.
(TIF)

S2 Fig Up-and downregulation of the Hsp90-responsive clusters in the first RNAi experiment. Blue indicates the different levels of downregulation, shadings of red highlight upregulation.
(TIF)

S3 Fig Up-and downregulation of the Hsp90-responsive clusters in the second RNAi experiment. Blue indicates the different levels of downregulation, shadings of red highlight upregulation.
(TIF)

S4 Fig Up-and downregulation of the Hsp90-responsive clusters in the third RNAi experiment. Blue indicates the different levels of downregulation, shadings of red highlight upregulation.
(TIF)

S5 Fig Up-and downregulation of the Hsp90-responsive clusters in the RNAi experiments with depletion of *sams-1*. The three replicates of this experiment were averaged to obtain the depicted expression values. Blue indicates the different levels of downregulation, shadings of red highlight upregulation.
(TIF)

S6 Fig Up-and downregulation of the Hsp90-responsive clusters in the RNAi experiments with depletion of *sbp-1*. All three replicates of this experiment were averaged here. Blue indicates the different levels of downregulation, shadings of red highlight upregulation.
(TIF)

S7 Fig Up-and downregulation of the Hsp90-responsive clusters in the response to *Vibrio cholerae*. Strain VC109, which induces the immune response was compared with VC110, which does not [36]. Blue indicates the different levels of downregulation, shadings of red highlight upregulation. Genes, which were not tested in this microarray experiment, were omitted from the figure.
(TIF)

S8 Fig Up-and downregulation of the Hsp90-responsive clusters in the response to *Pseudomonas aeruginosa* [37]. Blue indicates the different levels of downregulation, shadings of red highlight upregulation. Genes not tested in this microarray experiment were omitted from the figure.
(TIF)

S9 Fig Clustering of DAF-16 targets in the Hsp90-RNAi response network. DAF-16 targets are colored according to the class they were assigned in the genome-wide ranking from Tepper *et al*. [63]. Red nodes indicate Class I targets, which are upregulated by DAF-16. The shadings imply the ranking within this group of 1663 genes, with the most intense red tone marking the strongest DAF-16 targets. Blue indicates Class II targets in this ranking. These genes are downregulated by DAF-16 together with the transcription factor PQM-1. The most intense blue tone indicates the strongest class II target. Genes, which could not be found in this ranking are omitted, the 15890 genes not considered DAF-16 targets by Tepper et al. are white.
(TIF)

S1 Table Proteins with increased levels in Hsp90-depleted nematodes. The proteins listed in this table showed increased levels after Hsp90-RNAi treatment. Protein levels were obtained after comparing the isotope-tagged sample with the non-tagged sample. Averages of two experiments were calculated. A proteins was only included in the final list if several different peptides were quantified for it.
(DOCX)

S2 Table Proteins with reduced level in Hsp90-depleted nematodes. The proteins listed in this table showed reduced levels after Hsp90-RNAi treatment. Protein levels were obtained after comparing the isotope-tagged sample with the non-tagged sample. Averages of two experiments were calculated. A protein was only included in the final list if several different peptides were quantified for it.
(DOCX)

# Supplementary material for: Hsp90-downregulation influences the heat-shock response, innate immune response and onset of oocyte development in nematodes
**Source:** PLoS One. 2017 Oct 27;12(10):e0186386. doi: 10.1371/journal.pone.0186386
**Supplement:** S1 Table — The proteins listed in this table showed increased levels after Hsp90-RNAi treatment. Protein levels were obtained after comparing the isotope-tagged sample with the non-tagged sample. Averages of two experiments were calculated. A proteins was only included in the final list if several different peptides were quantified for it.

**S1 Table. Proteins with increased levels in Hsp90-depleted nematodes.**

| Protein | Log2 Exp1 | Log2 Exp2 | Ave | STD |
| --- | --- | --- | --- | --- |
| HSP-16.1, 16.2, 16.48 | 3.9 | 4 | 3.95 | 0.07071068 |
| Y94H6A.10 | 3.16 | 3.47 | 3.315 | 0.2192031 |
| Y41C4A.11 | 4 | 2.12 | 3.06 | 1.32936075 |
| UNC-15 | 0.67 | 3.9 | 2.285 | 2.2839549 |
| PUD-2.1 | 1.93 | 1.09 | 1.51 | 0.5939697 |
| UNC-45 | 1.02 | 1.74 | 1.38 | 0.50911688 |
| STI-1 | 1.41 | 1.3 | 1.355 | 0.07778175 |
| F20D1.3 | 0.68 | 1.7 | 1.19 | 0.72124892 |
| C30C11.4 | 1.36 | 0.94 | 1.15 | 0.29698485 |
| DNPP-1 | 1.27 | 0.87 | 1.07 | 0.28284271 |
| CCT-4 | 0.98 | 1.09 | 1.035 | 0.07778175 |
| CCT-7 | 0.98 | 1.08 | 1.03 | 0.07071068 |
| CCT-5 | 0.97 | 1.03 | 1 | 0.04242641 |
| CCT-3 | 0.96 | 1.04 | 1 | 0.05656854 |
| CCT-6 | 0.94 | 1.06 | 1 | 0.08485281 |
| CYC-2 | 0.99 | 1 | 0.995 | 0.00707107 |
| CCT-2 | 0.94 | 1.04 | 0.99 | 0.07071068 |
| HSP-1/HSP-70 | 1.04 | 0.92 | 0.98 | 0.08485281 |
| CCT-8 | 0.94 | 1.01 | 0.975 | 0.04949747 |
| CCT-1 | 0.95 | 0.93 | 0.94 | 0.01414214 |
| FKB-6 | 0.61 | 1.12 | 0.865 | 0.36062446 |
| IDHG-1 | 0.74 | 0.95 | 0.845 | 0.14849242 |
| ASNS-2 | 0.6 | 1.04 | 0.82 | 0.31112698 |
| R05F9.6 | 0.82 | 0.82 | 0.82 | 0 |
| ZC395.10 | 0.94 | 0.6 | 0.77 | 0.24041631 |
| TTLL-12 | 0.82 | 0.7 | 0.76 | 0.08485281 |
| CDC-37 | 0.67 | 0.81 | 0.74 | 0.09899495 |
| F46H5.7 | 0.66 | 0.7 | 0.68 | 0.02828427 |
| SOD-1 | 0.64 | 0.65 | 0.645 | 0.00707107 |
| BAG-1 | 0.61 | 0.67 | 0.64 | 0.04242641 |

The proteins listed in this table showed increased levels after Hsp90-RNAi treatment. Protein levels were obtained after comparing the isotope-tagged sample with the non-tagged sample. Averages of two experiments were calculated. A proteins was only included in the final list if several different peptides were quantified for it.

# Supplementary material for: Hsp90-downregulation influences the heat-shock response, innate immune response and onset of oocyte development in nematodes
**Source:** PLoS One. 2017 Oct 27;12(10):e0186386. doi: 10.1371/journal.pone.0186386
**Supplement:** S2 Table — The proteins listed in this table showed reduced levels after Hsp90-RNAi treatment. Protein levels were obtained after comparing the isotope-tagged sample with the non-tagged sample. Averages of two experiments were calculated. A protein was only included in the final list if several different peptides were quantified for it.

**S2 Table. Proteins with reduced level in Hsp90-depleted nematodes.**

| Protein | Log2 Exp1 | Log2 Exp2 | Ave | STD |
| --- | --- | --- | --- | --- |
| CLEC-4 | -4 | -4 | -4 | 0 |
| CLEC-66 | -3.9 | -4 | -3.95 | 0.07071068 |
| CLEC-83 | -1.59 | -3.24 | -2.415 | 1.16672619 |
| F55G11.4 | -3.69 | -2.94 | -3.315 | 0.53033009 |
| C17H12.8 | -3.89 | -2.65 | -3.27 | 0.87681241 |
| CLEC-65 | -2.51 | -2.6 | -2.555 | 0.06363961 |
| CLEC-186 | -3 | -2.48 | -2.74 | 0.36769553 |
| DAF-21/HSP90 | -2.81 | -2.23 | -2.52 | 0.41012193 |
| ZK6.11 | -1.08 | -2.07 | -1.575 | 0.70003571 |
| CLEC-63 | -1.13 | -1.97 | -1.55 | 0.5939697 |
| ASP-6 | -0.87 | -1.52 | -1.195 | 0.45961941 |
| ASP-2 | -0.83 | -1.5 | -1.165 | 0.47376154 |
| K12H4.7 | -0.75 | -1.28 | -1.015 | 0.37476659 |
| T01D3.6 | -1.31 | -1.24 | -1.275 | 0.04949747 |
| ASP-5 | -0.85 | -1.09 | -0.97 | 0.16970563 |
| ACDH-1 | -0.8 | -1.01 | -0.905 | 0.14849242 |
| T16G12.1 | -0.95 | -1 | -0.975 | 0.03535534 |
| HOE-1 | -0.62 | -0.99 | -0.805 | 0.26162951 |
| ZK228.4 | -1.56 | -0.97 | -1.265 | 0.417193 |
| BCAT-1 | -1.07 | -0.91 | -0.99 | 0.11313708 |
| C49C8.5 | -1.04 | -0.9 | -0.97 | 0.09899495 |
| GLF-1 | -2.19 | -0.81 | -1.5 | 0.97580736 |
| EMB-8 | -1.06 | -0.68 | -0.87 | 0.26870058 |
| Y37A1B.5 | -0.73 | -0.66 | -0.695 | 0.04949747 |
| Y38F1A.6 | -0.7 | -0.66 | -0.68 | 0.02828427 |
| MSRA-1 | -0.75 | -0.65 | -0.7 | 0.07071068 |
| T19D12.4 | -0.78 | -0.6 | -0.69 | 0.12727922 |

The proteins listed in this table showed reduced levels after Hsp90-RNAi treatment. Protein levels were obtained after comparing the isotope-tagged sample with the non-tagged sample. Averages of two experiments were calculated. A protein was only included in the final list if several different peptides were quantified for it.

How the deposited data were processed for this re-analysis (not part of the article)

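RNA of 6 nematode samples was measured, 3 after daf-21 RNAi and 3 after RNAi with the empty vector, which the paper calls biological replicates. The authors deposited RMA-normalized log2 values made with Affymetrix Expression Console 1.4 per the submitters' processing notes, 1 array per sample. The genome build is not given in the sources used here. No scale was changed before testing. Of 29317 rows, 25546 carry 1 gene, 646 several and 3125 none in the annotation used; 25495 of the rows with 1 gene were matched by gene identifier, 25478 genes were named, 57 of them on several rows, where the row with the highest mean was used. The values of 769 rows repeat in another row. The number of arrays limits precision, and sequencing depth does not apply.

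The replicate numbers of the sample labels were used as pairs because the study averages the difference of each replicate. As a check, the deviations of each array from its condition mean correlated within a number with 0.365, 0.169 and 0.440 and each was the highest for its control array. limma 3.58.1 in R 4.3.3 fitted condition with the replicate as a block and moderated the variances (residual degrees of freedom 2, prior 3.30), and a row passed at a Benjamini-Hochberg adjusted p under 0.05. The test is two-sided. camera with a preset correlation of 0.01 tested 46 gene lists, most from textbook knowledge and some from the paper, and members were also counted over all rows and adjusted over the list alone. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

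The samples, tests, lists, alternatives and the rule for named genes were fixed before the data were examined, with the values of Table 1 counted as seen. Named are daf-21, every gene the text names for the arrays or a reporter strain, the first 10 genes of each direction in Table 1, the genes that passed (up to 15 per direction), and of each list the up to 4 members with the smallest p and the member with the largest opposite difference. UpRegScores follow the paper's formula for Table 1 members, and 133 of the 144 genes of Table 1 have their own row. mRNA and protein were compared with 100000 random pairings.

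The fit was tested on simulated data with the spread of the arrays. It recovered 0, 21, 40 and 46 of 50 rows changed by 1, 2, 4 and 6 on the log2 scale, with 2 false calls, and camera found a list of 247 genes shifted by 1 while 1 other of 46 lists passed. The simulated noise was independent between genes, so this run does not test the preset correlation for genes that move together. The list of S2 Table proteins holds some of the shifted genes, so the other list that passed need not be a false call. Alternatives were no block, a random block, each replicate left out, array weights, trend and robust variances, quantile normalization, centring, rows with 1 gene, dim rows left out, a looser threshold, a minimum difference of 1, a correlation estimated from the data, ranks in camera, the control mean in the scores, and each protein table alone. Probe-level background and scan batches could not be varied. The mass spectrometry spectra, images and quantitative PCR of the study, and arrays of other studies, were not analysed here.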

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

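The tests named here, their bounds and the choice of gene groups that the paper does not discuss were all written after the results were seen. A group is given where it passed camera's test upward with a positive median in each of the 3 replicates and holds no gene of Table 1 or of the protein tables. Table 1 leaves out the weaker hits of the paper's networks, so members of these groups can be among those hits. By mean difference nlp-34 stood at rank 77, lys-3 at rank 187 and grl-21 at rank 211 of the 29317 rows. qua-1 counts in both the moulting and the hedgehog-related list. Moulting, pharynx and intestine genes, which the paper names for its clusters, and body wall muscle genes, which include unc-15 of the S1 Table, are given for comparison only. None of these groups passed with an estimated correlation (camera adjusted p = 0.569 for each), a setting with 2 residual degrees of freedom in which a list can hardly pass. The correlation of a list's genes enters there too, so passes at the preset correlation are not secured. Another grouping of the 6 arrays, which reverses only replicate 1, passed 29 lists where the real one passed 31.

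Immune and stress groups stood higher by camera. Lysozymes, enzymes that break bacterial walls, had a median log2 difference of 0.74 (16 genes, camera adjusted p = 0.000386; 0.47 without replicate 3), and when adjusted over the list alone 5 were higher, lys-3 (2.08, SD 0.10), lys-7, lys-4 (1.02, SD 0.25), lys-8 (0.76, SD 0.21) and, named after its values were seen, lys-1 (0.73, SD 0.43), and 1 was lower, ilys-5 (-0.73, SD 0.29). Caenacins and antimicrobial neuropeptide-like proteins had a median of 0.26 (27 genes, camera adjusted p = 0.00256; 0.12 without replicate 3), with nlp-30 at 1.82 (SD 1.18, with a control of replicate 2 below the lower quartile of its array) and abf-1 at -0.78 (SD 0.05). ER chaperones had a median of 0.45 (12 genes, camera adjusted p = 8.93e-05), with pdi-2 at 0.72 (SD 0.49) and crt-1 at 0.57 (SD 0.34). Of the caenacin list and of the ER chaperones, 0 passed when adjusted over the list alone.

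Groups of the skin and of sperm stood higher too by camera, although 0 genes of the 2 sperm lists passed when adjusted over the list alone. Moulting and apical matrix genes had a median of 1.03, and hedgehog-related genes, which act in the cuticle, of 0.23 (0.38 without replicate 1; 57 genes, camera adjusted p = 3.28e-06; 19 higher over the list alone, and 1 lower, grd-3 at -0.90), with grl-21 at 2.03 (SD 0.88). Major sperm proteins had a median of 0.52 over 4 genes, with 26 more on shared rows that were not assigned (camera adjusted p = 0.00931; without replicate 2 the median was 0.30 and the adjusted p 0.0713, over a range of 0.00205 to 0.569), and other sperm genes of 0.31 (59 genes, camera adjusted p = 7.15e-06; 0.12 without replicate 2, with medians of 0.05, 0.70 and 0.20 in replicates 1, 2 and 3), with spe-49 at 1.13 (SD 0.30) and ssp-37 at -1.13 (SD 0.88).

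Groups of somatic tissues had positive medians: neuron genes of 0.42 (17 genes, camera adjusted p = 1.74e-05; 0.28 without replicate 3), intestine genes of 0.34 (0.62 without replicate 1 and 0.18 without replicate 3), of which 6 of 13 were higher in all 3 pairs and pho-1 stood at -0.49 (SD 0.66), while the median level of the list was lower after daf-21 RNAi in each pair (8.41 against 8.44, 8.09 against 8.43 and 7.83 against 9.00), pharynx genes of 0.33 and body wall muscle genes of 0.25 (18 genes, camera adjusted p = 0.00241). Adjusted over the list alone, 0 of the 17 neuron genes and 0 of the 18 body wall muscle genes passed. For a smaller share of germ-line RNA, the smallest of the 12 medians in single replicates was 0.0925, the means of the 4 lists were 0.18, 0.35 and 0.51 in replicates 1, 2 and 3 while P granule and meiosis genes stood at -0.00, -0.46 and -0.98, and the lists lay 0.19 apart against a largest SD of 0.30. Less germ line per animal stays open, since in replicate 1 the somatic lists stood higher while P granule and meiosis genes did not stand lower, and the sperm lists, also of the germ line, stood higher; each list could also have risen in its own cells, which was not tested. For an offset between the arrays, centring takes the same 0.10 off every mean difference, and the smallest of the 4 medians was then 0.14. An offset as large as that of the array medians thus does not account for them. The array medians lie below the levels of these lists, so an offset that differs with signal was not tested.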

How the results depend on the processing

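For named genes 1747 comparisons with an alternative kept direction and side of the threshold, 122 passed only under the alternative, 3 no longer passed and 7 changed sign. For gene lists 350 kept both, 41 no longer passed, 5 newly passed and 18 changed direction, which counts a turn of camera's direction or of the sign of the median. With an estimated correlation camera has 2 residual degrees of freedom, so a list can hardly pass. The correlation of its genes enters too, and the parts were not separated, so lost calls leave the preset passes unsecured. Where no reason is given the cause was not tested.

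Transcripts higher after daf-21 RNAi numbered 2728 with array weights, 5 with arrays centred on their median, 10 at an adjusted p under 0.10 and from 0 to 2013 without 1 replicate, and those lower numbered 1702, 1 and 0 to 1291 with array weights, at the looser threshold and without 1 replicate. With the replicate block as a random effect 7 were higher. Centring lowers the mean difference by 0.10, with array medians apart by -0.02, 0.17 and 0.16 in replicates 1, 2 and 3.

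With the correlation estimated, 31 lists no longer passed, with medians unchanged: inducible heat-shock genes 2.29, CCT/TRiC subunits 0.30, ER chaperones 0.45, proteasome subunits -0.14, cuticle collagens 0.43, moulting and apical matrix genes 1.03, hedgehog-related genes 0.23, vitellogenins -1.01, major sperm proteins 0.52, other sperm genes 0.31, oocyte and eggshell genes -0.88, early embryo genes -0.83, P granule and meiosis genes -0.51, spermatheca and somatic gonad genes (paper) -2.43, germ line genes (paper) -2.14, early embryo genes (paper) -1.99, cell division genes -0.53, aspartyl proteases 0.17, lysozymes 0.74, saposin-like antimicrobial proteins 0.34, caenacins and antimicrobial neuropeptide-like proteins 0.26, DAF-16 targets (paper) 2.73, intracellular pathogen response genes 0.13, pals family 0.15, F-box A genes 0.067, body wall muscle genes 0.25, pharynx genes 0.33, neuron genes 0.42, intestine genes 0.34, ribosomal proteins 0.087, S1 Table proteins 0.26.

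With camera on ranks, lists no longer passed: proteasome subunits -0.14; newly passed: mitochondrial chaperones -0.36.

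Under quantile normalization, lists no longer passed: proteasome subunits -0.11; newly passed: mitochondrial chaperones -0.36; changed direction: C-type lectins -0.021; changed sign as single genes: pas-6 -0.0086, nhr-23 0.022.

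Without the replicate block or pairing, lists newly passed: mitochondrial chaperones -0.36; changed direction: UDP-glucuronosyl transferases -0.11, glutathione S-transferases -0.14.

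With arrays centred on their median, lists changed direction: genes raised by DAF-16 -0.0036, F-box A genes -0.038, UDP-glucuronosyl transferases -0.21, male genes -0.10, ribosomal proteins -0.018; changed sign as single genes: fkb-6 -0.0092, pas-6 -0.081.

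Without dim rows, lists no longer passed: ribosomal proteins 0.087; changed direction: C-type lectins -0.017.

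Without 1 replicate, results that changed ran from lowest to highest as follows: warf-1 6.16 to 6.71, Y41C4A.32 5.50 to 5.92, pas-6 -0.0059 to 0.045, nhr-23 -0.16 to 0.045, mbk-2 -0.025 to 0.30, CCT/TRiC subunits 0.19 to 0.46, mitochondrial chaperones -0.55 to -0.14, proteasome subunits -0.22 to -0.093, major sperm proteins 0.30 to 0.63, C-type lectins -0.059 to -0.037, aspartyl proteases 0.11 to 0.22, saposin-like antimicrobial proteins 0.026 to 0.48, genes raised by DAF-16 -0.062 to 0.45, UDP-glucuronosyl transferases -0.21 to -0.017, glutathione S-transferases -0.11 to -0.085, male genes 0.0075 to 0.18, ribosomal proteins 0.042 to 0.15, histones 0.0051 to 0.14, S2 Table proteins -0.16 to 0.19. Of the named genes 117 newly passed without replicate 1, and warf-1 and Y41C4A.32 no longer passed without replicate 2. Lists that passed without each replicate but whose median moved by over 1.5 times ran as follows: cuticle collagens 0.38 to 0.68, hedgehog-related genes 0.21 to 0.38, vitellogenins -1.47 to -0.44, other sperm genes 0.12 to 0.43, oocyte and eggshell genes -1.36 to -0.37, P granule and meiosis genes -0.75 to -0.24, spermatheca and somatic gonad genes (paper) -3.40 to -1.12, germ line genes (paper) -2.99 to -0.78, early embryo genes (paper) -2.52 to -0.83, cell division genes -0.80 to -0.24, lysozymes 0.47 to 0.86, caenacins and antimicrobial neuropeptide-like proteins 0.12 to 0.40, intracellular pathogen response genes 0.072 to 0.22, pals family 0.074 to 0.29, neuron genes 0.28 to 0.63, intestine genes 0.18 to 0.62, S1 Table proteins 0.16 to 0.40.

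Against the mean of the controls, UpRegScores were 99.4 (Daf-21up_1) and 42.8 (Daf-21up_2) in replicate 1, and for Daf-21down_4 -99.0 in replicate 1 and -99.8 in replicate 3. In the S2 Table alone the correlation of mRNA with protein was 0.010, and in the S1 Table without hsp-16.2 and Y94H6A.10, a comparison chosen after seeing the data, it was 0.335 and no longer passed.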

Differences from the paper's values

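The log2 difference of F56D6.2 (clec-67) is -0.14 in the paper and 0.48 here (SD 0.30, n = 3 pairs). It differs also under alternatives set before the data were examined, namely each replicate left out, the mean over a gene's rows, quantile normalization and centring. Dropping the replicate block, trend and robust variances and leaving out dim rows do not change the value.

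UpRegScores here cover only the Table 1 members of a cluster, a narrower group than the paper's whole clusters. For the UpRegScore of Daf-21up_1 in replicate 1 the paper gives 86 and the value here is 94.1. For the UpRegScore of Daf-21up_2 the paper gives 70 in replicate 1 and 97 in replicate 2, and the values here are 94.9 and 99.8. All 3 differ also with rows of 1 gene only and against the mean of the controls. In the latter setting Daf-21up_2 in replicate 1 scored 42.8, so the settings lie on both sides of the paper's 70. Centring the arrays cannot change a score made of ranks. No setting gave the paper's value.

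For the fold of C50F7.5 the paper's text gives 8 and the value here is 21.8, within the replicate SD, and it differs without replicate 1 at 39.3 but not without replicate 2 at 19.2 or without replicate 3 at 13.8; the paper's own Table 1 gives a log2 difference of 4.19, against 4.45 here. Over the 133 genes of Table 1 with their own row the mean differences had a median gap of 0.10 and a largest gap of 0.67 on the log2 scale, and all 133 had the same sign. The SD is larger in Table 1 than over the 3 pairs here for 63 of the 133, and for dod-24 it is 1.89 in Table 1 and 0.30 here; the reason was not tested. The table of values holds 29317 entries, some without a gene, with several genes or with repeated values, so this count is not set against the number of transcripts that the paper says were sampled.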

Other observations

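The tests named here and their bounds were chosen only after the results were seen. Several further groups stood close to their controls or moved in single members, of which ugt-18 and cyp-13A6 stand in Table 1. Of 74 cytochrome P450 genes, 0 passed over all rows or when adjusted over the list alone (limma, 5 higher and 10 lower at an unadjusted p under 0.05), with cyp-32B1 at 1.97 (SD 1.23), cyp-25A1 at -1.17 (SD 0.44) and cyp-13A6 at -2.08 (SD 1.22), a list median of -0.09 and an adjusted p of 0.291 from camera. Of 67 UDP-glucuronosyl transferases, which conjugate foreign compounds, 1 was higher, ugt-18 (2.71, SD 0.72, with a control of replicate 2 below the lower quartile of its array), and 1 lower, ugt-22 (-1.16, SD 0.30), when adjusted over the list alone (median -0.11, camera adjusted p = 0.910). Of 43 glutathione S-transferases 2 were higher, gst-22 (1.80, SD 0.83) and gst-6 (0.91, SD 0.14), and 0 lower (limma, 5 higher and 4 lower at an unadjusted p under 0.05; median -0.14, camera adjusted p = 0.918). Saposin-like antimicrobial proteins had a median of 0.34 (28 genes, camera adjusted p = 0.0121, adjusted p = 0.582 with an estimated correlation; without replicate 3 the median was 0.03 and the adjusted p 0.386, over a range of 0.00104 to 0.582), with spp-31 at 1.10 (SD 0.48) and spp-4 at -1.04 (SD 0.39).

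Proteasome subunits had a median of -0.14 (33 genes, camera adjusted p = 0.0320, adjusted p = 0.610 with an estimated correlation; the median was -0.22 without replicate 1, -0.10 without replicate 2 and -0.09 without replicate 3, where the adjusted p was 0.0198, 0.167 and 0.230 over a range of 0.0198 to 0.610), with rpn-5 at -0.33 (SD 0.20). Ribosomal proteins had a median of 0.087 (62 genes, camera adjusted p = 0.00931, adjusted p = 0.610 with an estimated correlation; without replicate 1 the median was 0.15, and without replicate 3 it was 0.04 with an adjusted p of 0.201; with arrays centred it turned to -0.018 with an adjusted p of 0.112, and without dim probe sets the adjusted p was 0.0639, over a range of 0.000799 to 0.610), with rpl-4 at 0.20 (SD 0.04). Genes of phosphatidylcholine and fatty acid synthesis had a median of 0.18 (20 genes, camera adjusted p = 0.241), with pmt-1 at 0.62 (SD 0.25) and sams-1 at -0.59 (SD 0.39). Male genes had a median of 0.01 (9 genes, camera adjusted p = 0.536) and histones of 0.19 (9 genes, 61 more on shared rows, camera adjusted p = 0.555).

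Genes of the intracellular pathogen response had a median of 0.13 (0.029 with arrays centred on their median, 0.22 without replicate 1 and 0.07 without replicate 2; 40 genes, camera adjusted p = 5.69e-05; 14 higher and 2 lower over the list alone, sdz-6 at -1.22 and, named after its values were seen, F26F2.4, whose signal after daf-21 RNAi lies below the lower quartile of the arrays) and the pals family of 0.15 (0.043 centred, 0.29 without replicate 1 and 0.07 without replicate 2; 37 genes, camera adjusted p = 8.77e-05; 12 higher and 0 lower over the list alone, limma), with pals-37 at 2.52 (SD 0.24). The F-box A family, many of them substrate adaptors of ubiquitin ligases, had a median of 0.067, which turned to -0.038 with arrays centred (188 genes, camera adjusted p = 0.000677; 9 higher over the list alone). None of the 3 lists passed with an estimated correlation (adjusted p = 0.569). They hold genes of Table 1, namely skr-5, pals-26 and pals-37 (C54D10.14) in the first, the latter 2 in the pals family, and fbxa-163 among F-box A genes, so they are not independent of it. pals-39, fbxa-48 and pals-3 had control signals below the lower quartile of the array in 2 or more controls, so no differences are given for them.

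Replicate 1 had smaller differences than replicates 2 and 3. If one factor had scaled all genes, the ratio of replicate 1 to the others would be alike in the clusters. The medians were 0.52 in Daf-21up_1 (24 genes) and 0.32 in Daf-21up_2 (27 genes), a difference of 0.2002 (permutation p = 0.00013). The permutation takes coexpressed genes as independent and the ratio rests on 1 pair, so this p does not measure the spread between replicates. The clusters also swapped order between replicates 2 and 3, with medians of 3.08 and 4.05 in Daf-21up_1 and 3.78 and 2.69 in Daf-21up_2. One factor for all genes, such as a smaller scale of both arrays of the pair, therefore stays open. For a scale of 1 array of the pair, the SD of its differences was 0.532 of that of the others before quantile normalization and 0.540 after, so the normalization moved almost nothing and this stays open. The stage at harvest and the strength of the knockdown were not tested.

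The daf-21 transcript stood near its control level in the first 2 pairs. RNAi without effect in a replicate is set against the inducible heat-shock genes, whose smallest replicate median was 1.09, in replicate 1. There hsp-16.2 differed by 1.40, hsp-70 by 1.09 and the dim hsp-16.41 by 0.47. All 3 stood higher, but they are few genes in 1 pair, so an absent or weak effect in that replicate is not excluded. For compression of bright rows, 27 of the 692 rows at least as bright (3.90%) differed by 1 or more in the mean of the 3 pairs, which cannot be told apart from compression by the bounds used; with replicate 3 alone, as first tried, the test had spoken against compression, and the mean of the pairs was taken instead because a single array pair excludes nothing. Double-stranded RNA read as transcript was not tested.

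Among the 10 splits of the 6 arrays into 3 and 3, only the real one called 2 transcripts or 31 gene lists, 1 of 10 in each case, and the highest other values were 0 transcripts and 29 lists. The split with 29 lists keeps replicates 2 and 3 in their real orientation and reverses only replicate 1, and the other splits that part all 3 pairs gave 7 and 9 lists, while those that part 1 pair gave up to 27. 10 splits are too few to say more.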
